# Analyses of competent and non‐competent subpopulations of *Bacillus subtilis* reveal *yhfW*, *yhxC* and ncRNAs as novel players in competence

**DOI:** 10.1111/1462-2920.15005

**Published:** 2020-04-15

**Authors:** Mirjam Boonstra, Marc Schaffer, Joana Sousa, Luiza Morawska, Siger Holsappel, Petra Hildebrandt, Praveen Kumar Sappa, Hermann Rath, Anne de Jong, Michael Lalk, Ulrike Mäder, Uwe Völker, Oscar P. Kuipers

## Abstract

Upon competence‐inducing nutrient‐limited conditions, only part of the *Bacillus subtilis* population becomes competent. Here, we separated the two subpopulations by fluorescence‐assisted cell sorting (FACS). Using RNA‐seq, we confirmed the previously described ComK regulon. We also found for the first time significantly downregulated genes in the competent subpopulation. The downregulated genes are not under direct control by ComK but have higher levels of corresponding antisense RNAs in the competent subpopulation. During competence, cell division and replication are halted. By investigating the proteome during competence, we found higher levels of the regulators of cell division, MinD and Noc. The exonucleases SbcC and SbcD were also primarily regulated at the post‐transcriptional level. In the competent subpopulation, *yhfW* was newly identified as being highly upregulated. Its absence reduces the expression of *comG*, and has a modest, but statistically significant effect on the expression of *comK*. Although expression of *yhfW* is higher in the competent subpopulation, no ComK‐binding site is present in its promoter region. Mutants of *yhfW* have a small but significant defect in transformation. Metabolomic analyses revealed significant reductions in tricarboxylic acid (TCA) cycle metabolites and several amino acids in a Δ*yhfW* mutant. RNA‐seq analysis of Δ*yhfW* revealed higher expression of the NAD synthesis genes *nadA*, *nadB* and *nadC*.

## Introduction

*Bacillus subtilis* is a Gram‐positive soil bacterium capable of developing natural competence. During competence, cell division and replication are halted and the cell can take up exogenous DNA from the environment (Haijema *et al*., 2001; Briley *et al*., 2011; Mirouze *et al*., 2015) Under nutrient‐limited conditions in the lab, approximately 5%–50% of a *B. subtilis* 168 population becomes competent. The main regulator of competence is ComK, which binds to K‐boxes within the promoter region of competence genes, thereby altering the expression of the downstream genes (van Sinderen *et al*., 1994, 1995; Hamoen *et al*., 1998). The competence state (K‐state) of *B. subtilis* has previously been studied with microarray techniques and LacZ fusions (Hamoen *et al*., 1998; Berka *et al*., 2002; Ogura *et al*., 2002) To overcome the problem posed by the smaller fraction of competent cells, these studies compared *comK* and/or *mecA* deletion mutants with wild‐type (WT) strains. Deletion of *comK* prevents competence, whereas deletion of *mecA* prevents degradation of *comK* and inhibits exit from competence (Hahn *et al*., 1995; Turgay *et al*., 1998). In the transcriptomics studies, no significant downregulation of genes by ComK was found (Hamoen *et al*., 1998; Berka *et al*., 2002; Ogura *et al*., 2002). Although ComK was found to be solely acting as a transcriptional activator, we were interested if any downregulation within the competent subpopulation could be found using the more sensitive RNA‐sequencing technique and by using a different method to overcome the problem posed by the smaller competent subpopulation. With microarray studies not all genes within an operon were found differentially expressed (Hamoen *et al*., 1998; Berka *et al*., 2002; Ogura *et al*., 2002). RNA‐seq being more sensitive may confirm whether these genes are indeed differentially expressed during competence. To determine this, we physically separated the two subpopulations using fluorescence‐activated cell sorting (FACS). FACS allows for comparing the same number of cells of both subpopulations. A competence‐specific GFP reporter (P*comG‐gfp*) resulting in a fluorescent competent subpopulation was used to distinguish the competent from the non‐competent subpopulation (Smits *et al*., 2005). Separation and subsequent comparison of the two subpopulations results in a more natural situation than is created when using knock‐outs, as all regulatory mechanisms remain intact. This may allow for better detection of significant downregulation in the competent subpopulation. Recently, the expression and function of non‐coding RNAs (ncRNAs) in *B. subtilis* has gained substantial interest (Mars *et al*., 2016). Strain 168 harbours a large number of ncRNAs (Irnov *et al*., 2010; Nicolas *et al*., 2012). However, little is known about the expression of ncRNAs in the different *B. subtilis* subpopulations during competence. We were curious if differential expression of ncRNAs occurs, and if these ncRNAs could be regulated by ComK. In order to determine whether post‐transcriptional regulation occurs during competence, we also used LC–MS/MS to investigate protein levels between the two subpopulations. We decided to investigate the role in competence of *yhfW*, which was upregulated to similar levels as known competence genes, and its neighbouring gene *yhxC*, which shares its promoter region with *yhfW* but is transcribed in the opposite direction, in more detail.

## Results

### Differential expression of protein encoding genes

*Bacillus subtilis* 168 P*comG‐gfp* was grown in competence‐inducing medium. The type of competence medium, type of flask and shaking conditions (oxygen availability) affect the timing of competence. Under the conditions described, cells become competent after 5 h of growth and transformability is highest during a 2 h window. Samples were taken early in the competence state at 5.5 h and at a later stage at 6.5 h in order to gain insight into the progression of competence. Cells were preserved using 2 M sodium chloride to prevent degradation of RNA before FACS and sorted into 4 M NaCl due to dilution taking place during sorting (Brown and Smith, 2009; Nilsson *et al*., 2014). The suitability of NaCl as preserving agent for preventing RNA degradation in *B. subtilis* was confirmed by comparison with flash freezing in liquid nitrogen [Supporting Information S1(Sheet)A and (Sheet)B]. 

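Competent cells light up green in this strain because *gfp* is placed behind the promoter of *comG*, the operon of the DNA uptake pseudopilus, and the FACS sort used that signal. RNA-seq covered 8 sorted libraries, with 2 biological replicates each of the competent and the non-competent subpopulation at 5.5 h and at 6.5 h. Ribosomal RNA was not depleted, and the libraries ran on 3 Ion Proton chips. At 5.5 h, both fractions of replicate 1 were on chip 1 and both of replicate 2 on chip 2, whereas at 6.5 h the fractions of replicate 1 were on chips 1 (competent) and 2 (non-competent) and those of replicate 2 on chip 3. The authors aligned the reads with Bowtie2 in local mode to the genome, summed the aligned bases over each annotated gene, divided by gene length and by a constant per library, and scaled each library so that its median feature lies near 1000. These scaled values are called normalized RPKM here, and they count bases, not reads, so a test on read counts was not possible. Aligned bases per library, in megabases (Mb), came to 1981 and 2857 Mb for competent cells and 1877 and 1719.6 Mb for non-competent cells at 5.5 h (replicates 1 and 2). At 6.5 h they came to 2112 and 1494 Mb for competent cells and 3365 and 1631 Mb for non-competent cells. Ribosomal RNA took 96.1% to 97.5% of the bases, which left 49.0 to 111 Mb per library for all other genes, and 359 to 680 of 4421 genes were listed at 0. Here, 30 rRNA genes were left out, and the 4167 genes with a normalized RPKM of at least 10 in at least 2 libraries were tested on log2(normalized RPKM + 10) with limma (trend), with the 4 groups of 2 libraries in 1 fit. Because 10 is added before the logarithm, the fold change of a gene with low values is pulled toward 0. For a gene listed at 0 in both libraries of a group, its size is set by the pseudocount and may be too small or too large. Such a group also shows no spread between its replicates, although a 0 can stand for a low level that was missed. A gene was called higher or lower at a Benjamini-Hochberg adjusted p under 0.05, adjusted over all tested genes, and at least a 2-fold change. These are the paper's limits of 2-fold and 0.05, and its supplement shows the 0.05 on an adjusted p as well. Errors are SD for a group's mean and the standard error of limma for a log2 fold change. Gene groups come from 33 lists written before the data were examined and after the paper had been read, and beside each count stands the count when p is adjusted over the list alone. The sources do not state which strand was counted, so it is not given whether reads of an antisense RNA were counted with the gene opposite it.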

We subsequently compared the transcriptomes of the competent subpopulations with those of the non‐competent subpopulations at both time points. To exclude a difference in sporulation initiation under these conditions, we specifically screened for expression of sporulation sigma factors. 

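None of the genes of the sporulation sigma factors was called at either time over all genes. Of 3 measured, *sigE*, *sigF* and *sigG*, 1, *sigE*, was higher at 5.5 h and 0 were at 6.5 h when adjusted over the list alone, and over all genes 1 was called at 5.5 h without non-competent replicate 1 of that time, again *sigE*, and 1 at 6.5 h without non-competent replicate 1 of 6.5 h. *sigE* (BSU15320), which directs early gene expression in the mother cell, was at 1549 and 599 normalized RPKM in the competent libraries at 5.5 h and at 126 and 0 in the non-competent ones, a log2 fold change of 4.72 (standard error 1.21, adjusted p = 0.138). *sigF* (BSU23450), the first sigma factor of the forespore, had a log2 fold change of -0.14 (standard error 0.38, adjusted p = 0.937) at 5.5 h and one of 0.05 (adjusted p = 0.998) at 6.5 h. *sigG*, the late sigma factor of the forespore, had a log2 fold change of 1.71 (adjusted p = 0.729) at 5.5 h. The gene of SigK is split in this strain, and its parts had log2 fold changes of 2.66 (adjusted p = 0.589) for *spoIVCB* and -0.41 (adjusted p = 0.956) for *spoIIIC*. Of 18 measured genes of the SigE regulon and 18 of the SigG regulon, 0 were called at 5.5 h with limma, and 0 when adjusted over the list alone. Their median log2 fold changes were -0.18 and 0.27, with 7 and 10 genes above 0. Of 12 genes of the SigF regulon, 1 was called higher at 5.5 h, *yhfW*, and 2 when adjusted over the list alone, the other being *spoIVB*, a signalling protease, with a log2 fold change of 2.51 (adjusted p = 0.110). The 19 measured genes of the SigK regulon had 0 calls, and 0 when adjusted over the list alone. Among them, the spore coat gene *cotV* was at 225 and 109.5 normalized RPKM in competent cells and listed at 0 in both non-competent libraries at 5.5 h, and the germination gene *gerPE* was at 1037 and 119.6 against 0 in both (adjusted p = 0.156 and 0.168). Taken as sets at 5.5 h, the SigF list had a median log2 fold change of 0.90 and the SigK list one of 1.13, and fry, a limma test of whether a list moves one way, gave adjusted p = 0.0224 for each. These lists hold genes that the paper had picked from the same libraries, *yhfW* in the first and *cotV*, *gerPD* and *gerPE* in the second, and fry was not run without them. The same test gave adjusted p = 0.944 for the SigE list and 0.755 for the SigG list. At 6.5 h, 0 genes of these 4 lists were called (1 of the SigF list and 0 of the others when adjusted over the list alone), and adjusted p from fry was 0.0852 for both the SigF and the SigK list (medians 0.16 and 0.92). The call in the SigF list ended without any 1 of the 4 libraries at 5.5 h, 1 gene each of the SigE and SigG lists was called without competent replicate 2 at 5.5 h, 1 of the SigG list without non-competent replicate 2 at 6.5 h, and 1 of the SigF list at 6.5 h without non-competent replicate 1 of that time. At an unadjusted p under 0.05 and 2-fold, 2, 0, 3 and 4 genes of the SigF, SigE, SigG and SigK lists were called at 5.5 h.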

We did not observe a significant difference between the two subpopulations with respect to the expression of *sigE*, *sigF*, *sigG* and *sigK* and their regulons (Supporting Information S3 and Figure 1). Transcriptome data analysis of the two subpopulations was performed using T‐Rex (de Jong *et al*., 2015). 

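Competent cells differed from non-competent cells mainly by higher transcripts. Of 4167 genes, 97 were higher and 6 were lower in competent cells at 5.5 h, and 44 were higher and 4 were lower at 6.5 h. Of the 44 genes higher at 6.5 h, 42 were also among the 97 at 5.5 h, where 1.02 would be shared if the calls were independent, and all 97 had a positive log2 fold change at 6.5 h. Both sets of calls come from 1 fit with the same spread for each gene, so they are not independent, and 1.02 is no strict reference. Some genes of other lists were among them. Of 17 genes of heat shock and protein quality control, 4 were higher at 5.5 h (9 when adjusted over the list alone) and 3 at 6.5 h (6 when adjusted over the list alone). The chaperonin gene *groEL* (BSU06030) rose from 18661 ± 6301 (SD, n = 2) to 137988 ± 15518 (SD, n = 2) normalized RPKM at 5.5 h, a log2 fold change of 2.92 (standard error 0.30, adjusted p = 0.00358), and *groES*, its partner, and *clpE*, an ATPase of a Clp protease, had log2 fold changes of 3.31 (adjusted p = 0.0107) and 2.93 (adjusted p = 0.0149). Of 24 genes of flagella and chemotaxis, 5 were higher at both times (5 when adjusted over the list alone at each time), namely *csrA*, *flgK*, *flgL*, *flgM* and *yviF* (*fliW*), which lie beside the *comF* operon of DNA uptake. The anti-sigma factor gene *flgM* had a log2 fold change of 3.21 (standard error 0.41, adjusted p = 0.00917) at 5.5 h, while the median of the flagella list was -0.49. Of 15 genes of the TCA cycle, 2 were higher at both times (2 when adjusted over the list alone), *sucC* and *sucD*, which encode succinyl-CoA synthetase. *sucC* was at 113390.1 ± 31102 (SD, n = 2) in competent and 18394 ± 949 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of 2.60 (standard error 0.26, adjusted p = 0.00349). Of 43 ribosomal protein genes, 2 were higher at both times (2 when adjusted over the list alone), *rpsF* and *rpsR*, with log2 fold changes of 4.18 (adjusted p = 0.00468) and 3.74 (adjusted p = 0.00962) at 5.5 h. As sets, fry (a limma test of whether a list moves one way) gave adjusted p = 0.0224 for heat shock, 0.676 for flagella and 0.707 for both the TCA cycle and the ribosomal proteins at 5.5 h, and 0.0545, 0.0905, 0.528 and 0.797 in the same order at 6.5 h. The heat shock list holds *groEL*, *clpE*, *hrcA*, *mcsA* and *mcsB*, which the paper had picked from the same libraries, and fry was not run without them. At 6.5 h, the called genes of largest change included *sacX*, which encodes a regulatory sugar permease, with a log2 fold change of 3.57 (adjusted p = 0.0205) (also called at 5.5 h, 5.55 (adjusted p = 0.00206)). They also included *alrB*, an alanine racemase gene at 356 and 628 normalized RPKM in competent cells, and *yoyB* at 193 and 712, both listed at 0 in the non-competent libraries (adjusted p = 0.0426 and 0.0335), and *yvrP*, with a log2 fold change of 3.37 (adjusted p = 0.0228). Other called genes of large change at 6.5 h were *yyaF*, a GTPase gene beside *rpsF*, with a log2 fold change of 4.21 (adjusted p = 0.0414), *comFC* with 4.15 (adjusted p = 0.0367), *comFB* with 4.08 (adjusted p = 0.0186), *yvyF*, a flagellar gene beside *flgM*, with 3.92 (adjusted p = 0.0426), *rpsF* with 3.48 (adjusted p = 0.0205) and *flgM* with 3.40 (adjusted p = 0.0186). The test of whether the ratio differs between the times called 0 genes with limma (120 at an unadjusted p under 0.05). Single libraries weigh heavily in groups of 2: at 5.5 h, 24 genes were called without non-competent replicate 1, 42 without non-competent replicate 2, 22 without competent replicate 1, and 128, of which 30 were lower, without competent replicate 2. At 6.5 h, 82 were called without non-competent replicate 1, 27 without non-competent replicate 2, 0 without either competent replicate, 3 from the 4 libraries of that time alone and 0 with the chip as a covariate. The lists shift too: without non-competent replicate 1, non-competent replicate 2 or competent replicate 1 at 5.5 h, the genes called at that time were 2, 2 and 1 of heat shock, 2, 3 and 2 of flagella and 0, 1 and 1 of the ribosomal proteins, with 1 of the TCA cycle without non-competent replicate 1. At 6.5 h, 0 genes of these 4 lists were called without either competent replicate of that time or with the chip as a covariate, and 0 outside the flagella list without non-competent replicate 2, while 1 of heat shock was called without competent replicate 1 or 2 of 5.5 h and 1 ribosomal protein gene without non-competent replicate 1 or 2 of 5.5 h.

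**Figure D1:**
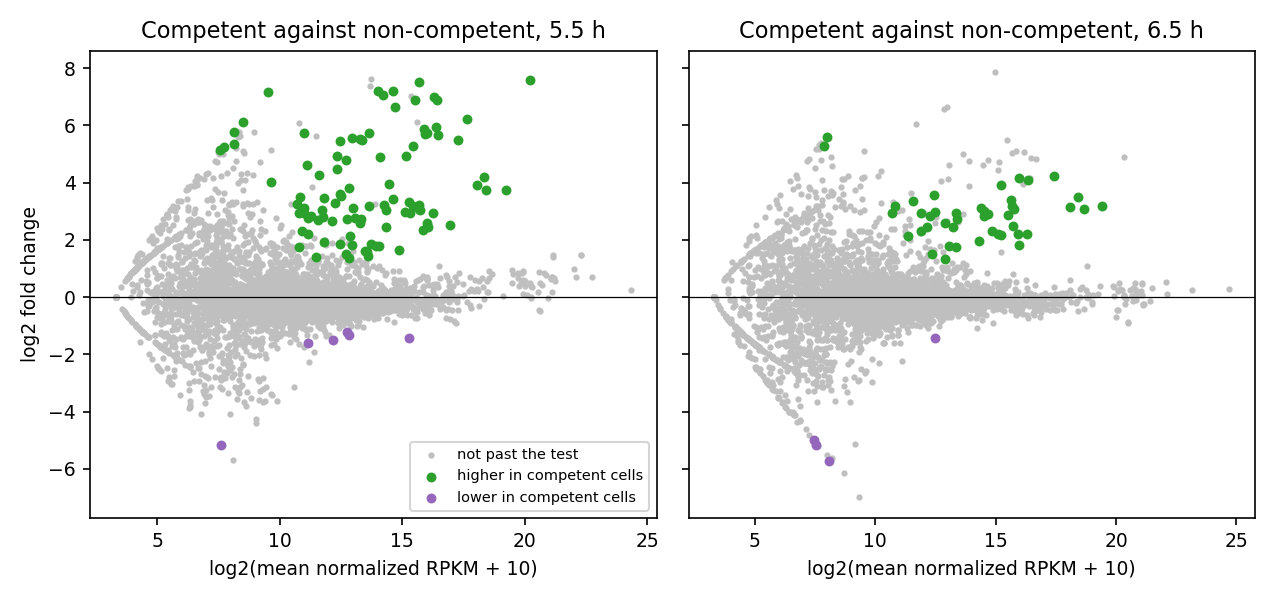
Log2 fold change of each tested gene, competent over non-competent, against its mean level as log2(normalized RPKM + 10), at 5.5 h and at 6.5 h. Called genes are coloured, 97 higher and 6 lower at 5.5 h and 44 higher and 4 lower at 6.5 h, and uncalled genes spread widest at the low end.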

A total of 156 genes were found differentially expressed when comparing the competent and non‐competent subpopulations at 5.5 h (Supporting Information S1C) and 130 genes at 6.5 h (Supporting Information S1D), when using a cut off value of twofold and maximal *P*‐value of 0.05 [EdgeR trimmed‐median mean method (TMM) normalization]. The expression levels represented as RPKM can be found in the Supporting Information S2. 

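The genes of DNA uptake rose together in competent cells. Of 18 genes of the DNA uptake machinery, 16 were higher and 0 lower at 5.5 h (18 higher when adjusted over the list alone), with a median log2 fold change of 6.76. The remaining pair, *comGE* and *comGG*, encode minor pseudopilins. *comGA* (BSU24730), which encodes the ATPase of the pseudopilus and lies from 2559007 to 2560077 of the genome, was at 159639.9 ± 38768 (SD, n = 2) normalized RPKM in competent and 1233 ± 247 (SD, n = 2) in non-competent cells, a log2 fold change of 7.00 (standard error 1.00, adjusted p = 0.0113). *comEA* (BSU25590), the membrane receptor for DNA, had a log2 fold change of 7.50 (standard error 1.31, adjusted p = 0.0256), *comC*, the prepilin peptidase, one of 7.19 (adjusted p = 0.0169), and *comFA*, the helicase-like ATPase of DNA import, one of 6.89 (adjusted p = 0.0113). The other called genes of the *comG* operon, *comGB*, *comGC*, *comGD* and *comGF*, had log2 fold changes of 6.88 (adjusted p = 0.0314), 6.65 (adjusted p = 0.0113), 7.19 (adjusted p = 0.0105) and 7.05 (adjusted p = 0.0113). The nuclease gene *nucA* and its neighbour *nin*, a nuclease inhibitor, had log2 fold changes of 6.23 (adjusted p = 0.0120) and 5.71 (adjusted p = 0.0241). Of 19 genes of recombination and DNA repair, 6 were higher (7 higher and 1 lower when adjusted over the list alone). Among them, *ssbB* (BSU36310), which coats incoming single-stranded DNA, was at 2438466 ± 1436620.4 (SD, n = 2) against 12020.1 ± 4504 (SD, n = 2), a log2 fold change of 7.58 (standard error 1.08, adjusted p = 0.0113), the largest of the called genes. *recA*, the strand exchange protein, had a log2 fold change of 3.73 (adjusted p = 0.00548), *dprA*, which loads RecA, one of 4.89 (adjusted p = 0.0113), and *coiA* one of 4.63 (adjusted p = 0.00969). Of 20 regulators of competence, 4 were higher and 2 lower (5 and 2 when adjusted over the list alone). *comK* (BSU10420), the master regulator, was at 86829 ± 21406 (SD, n = 2) against 2206 ± 377 (SD, n = 2), a log2 fold change of 5.28 (standard error 0.92, adjusted p = 0.0255), and *med*, a positive regulator of *comK*, had one of 2.93 (adjusted p = 0.00307). *comS*, which releases ComK from degradation and lies inside the *srfA* operon, had a log2 fold change of -0.92 (adjusted p = 0.449), and *srfAA* one of -0.82 (adjusted p = 0.297). Of 4 genes of the surfactin synthetase, 0 were called at either time, and 0 when adjusted over the list alone. At 6.5 h, 2 of the 18 uptake genes were called, *comFB* and *comFC*, and 18 when adjusted over the list alone, with a median log2 fold change of 4.77, and 3 genes of recombination were called (6 when adjusted over the list alone). There the non-competent libraries stood apart from each other. *comK* was at 8556 in non-competent replicate 1 and 758 in replicate 2, and 84 of the 97 genes called at 5.5 h were higher in the first. The number of uptake genes called at 6.5 h was 16 without non-competent replicate 1, 11 without replicate 2, 0 without either competent replicate and 1 without any 1 library of 5.5 h, and at 5.5 h it was 1 without non-competent replicate 1, 3 without replicate 2, 1 without competent replicate 1 and 10 without replicate 2. Of the recombination genes, 2 were called at 5.5 h without non-competent replicate 1 or competent replicate 1 of that time, and at 6.5 h 5 without non-competent replicate 1 and 0 without any 1 of the other libraries of that time. Of the regulators, 2 were called at 5.5 h without non-competent replicate 2 or competent replicate 1, and 3 without non-competent replicate 1 or competent replicate 2 of that time or without either competent replicate of 6.5 h.

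**Figure D2:**
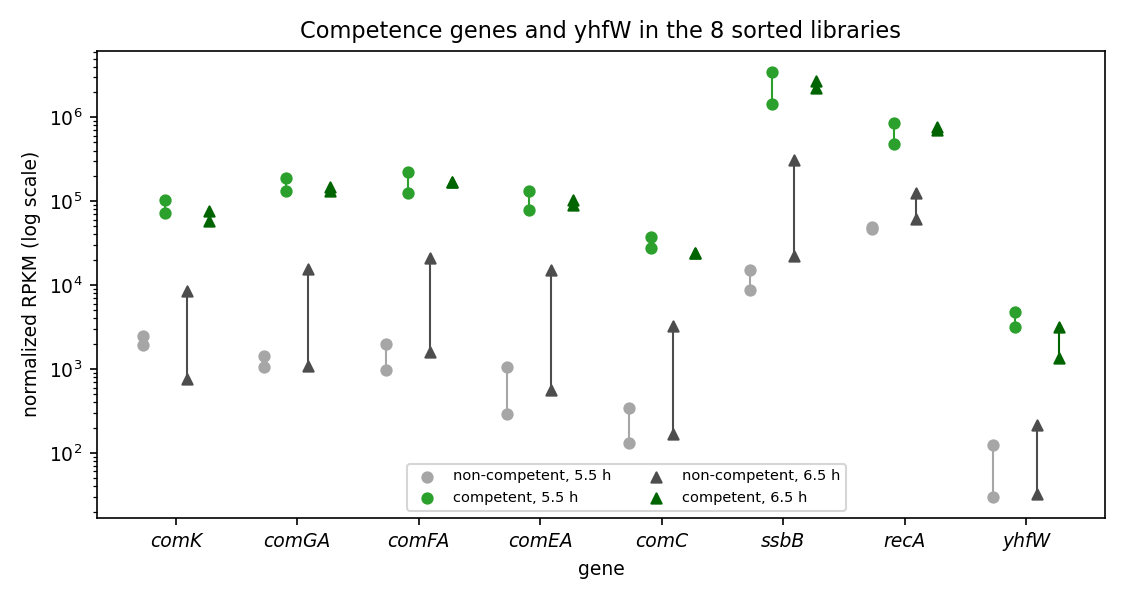
Normalized RPKM (log axis) of 8 genes in each of the 8 sorted libraries, in 4 groups of 2. For *comK*, both competent libraries at 5.5 h lie above 2472, the higher of the non-competent pair, and at 6.5 h the non-competent libraries lie at 8556 and 758.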

Our results are in accordance with previous studies with regard to the core ComK regulon (Berka *et al*., 2002; Hamoen *et al*., 2002; Ogura *et al*., 2002). Some of the genes found differentially expressed previously were not found in our results. In total, we found 90 differentially expressed genes at time point one that were not found differentially expressed in microarray studies (Table 1). Some of these genes such as *phrH*, *ccpB*, *maa* and *ybzI* are part of operons of which other genes were found differentially expressed (Berka *et al*., 2002; Hamoen *et al*., 2002; Ogura *et al*., 2002). 

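The genes of Table 1 include parts of a mobile element, transport genes and many genes of unknown function. Of its 71 genes, 31 were called at 5.5 h, 26 higher and 5 lower in competent cells. The study chose these genes on the same libraries, so their direction is not independent evidence. In 21 of them, both libraries of a subpopulation were listed at 0, so no fold is given, and 6 of those were called. *antE* (BSU25220) was at 1633 and 1267 normalized RPKM in competent cells and listed at 0 in both non-competent libraries (adjusted p = 0.00186). The genes *ydzL*, *ydcO* and *ydcT* of the conjugative element ICEBs1 were at 877 and 540.0, 575 and 240.0 and 610.5 and 466 in competent cells against 0 in both non-competent libraries (adjusted p = 0.0113, 0.0300 and 0.00926). *sodF*, a superoxide dismutase gene, was at 905 and 170.1 and *tcyL*, a permease gene of cystine uptake, at 456 and 255, both against 0 (adjusted p = 0.0263 and 0.0169). The small spore protein genes *sspC* and *sspD*, at 438 and 240.4 and 979.5 and 287 against 0, were not called (adjusted p = 0.202 and 0.297). Of the 50 genes with a value above 0 in both subpopulations, 25 were called. *holA*, a subunit of DNA polymerase III, was at 5701 ± 434 (SD, n = 2) in competent and 1489.8 ± 36.7 (SD, n = 2) in non-competent cells, a log2 fold change of 1.93 (standard error 0.33, adjusted p = 0.0232). *ygaK*, a predicted oxidoreductase gene, had a log2 fold change of 4.02 (standard error 0.73, adjusted p = 0.0293), and *yvqJ*, a predicted transporter gene, one of 3.25 (adjusted p = 0.0245). *sacB*, the levansucrase gene, and *radA*, a recombination gene, had log2 fold changes of 2.53 (adjusted p = 0.0771) and 2.07 (adjusted p = 0.0998) and were not called. The calls of *holA*, *ygaK* and *yvqJ* each ended when non-competent replicate 1, non-competent replicate 2 or competent replicate 1 at 5.5 h was left out, and those of *ygaK* and *yvqJ* also with the chip as a covariate.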

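Neighbouring genes of these operons had positive log2 fold changes at 5.5 h, and part of them were called. *phrH* (BSU06839) encodes the peptide that inhibits RapH, a phosphatase that acts on the sporulation relay and binds ComA, and it was at 129512 and 63637 normalized RPKM in competent and 3509.5 and 483 in non-competent cells. Its log2 fold change of 6.11 (standard error 1.50, adjusted p = 0.119) did not pass the test, whereas *rapH*, which precedes it, was higher, with a log2 fold change of 5.72 (adjusted p = 0.00926), as was *yeeI*, which follows it, with 2.33 (adjusted p = 0.00611). *ccpB* (BSU40870), a regulator of carbon metabolism, was at 3293 ± 1194 (SD, n = 2) against 285 ± 107 (SD, n = 2), a log2 fold change of 3.48 (standard error 0.45, adjusted p = 0.00926), and the nuclease gene *exoAA* beside it, at 5969.7 and 5268 against 40.5 and 242, was not called (adjusted p = 0.262). *maa* (BSU40850), a maltose acetyltransferase gene, was at 3982 ± 197 (SD, n = 2) against 581 ± 129 (SD, n = 2), a log2 fold change of 2.77 (standard error 0.41, adjusted p = 0.0113). *ybzI* had a log2 fold change of 2.58 (adjusted p = 0.0113), and *ybdJ*, a response regulator gene of the same region, one of 2.28 (adjusted p = 0.145) that was not called. In *ccpB*, *maa* and *ybzI*, the subpopulations were further apart than the replicates of either, but each call ended without non-competent replicate 1 or without competent replicate 1 at 5.5 h.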

One of the differentially expressed genes that was not picked up by microarray, and had a change of expression similar to that of the known competence genes *comFB* and *comFC*, was *yhfW*. 

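*yhfW* (BSU10390, from 1114057 to 1115586) encodes a predicted oxidoreductase with a Rieske domain, and it was higher in competent cells at 5.5 h with a log2 fold change of 5.73 (standard error 0.95, adjusted p = 0.0220). *comFB* and *comFC*, genes of the *comF* operon of DNA uptake, had log2 fold changes of 5.94 (standard error 0.50, adjusted p = 0.00186) and 5.86 (standard error 0.68, adjusted p = 0.00584). The fold changes of the 3 genes lie closer together than their standard errors. The call of *yhfW* ended when any 1 of the 4 libraries at 5.5 h was left out, and that of *comFC* ended without non-competent replicate 1 or competent replicate 1.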

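Transcripts of *yhfW* were far less abundant than those of the *comF* operon. In competent cells at 5.5 h, *yhfW* was at 3972 ± 1116 (SD, n = 2) normalized RPKM, *comFB* (BSU35460) at 165928 ± 51069.9 (SD, n = 2) and *comFC* (BSU35450) at 120792 ± 37855 (SD, n = 2). The mean of *comFB* was 41.8 times, and that of *comFC* 30.4 times, the mean of *yhfW*, and each competent replicate of either gene lay above both of *yhfW*. In non-competent cells the means were 77.5 ± 67.1 (SD, n = 2) for *yhfW*, 2622 ± 76.1 (SD, n = 2) for *comFB* and 2075 ± 645 (SD, n = 2) for *comFC*. The values are divided by gene length, so they compare between genes.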

The levels of *yhfW* in the competent subpopulation were a factor 100 lower than for *comFB* and *comFC* (Supporting Information S2). We also found several significantly downregulated genes, primarily at the first time point, with *jag* being the only gene down regulated at both time points. 

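Few genes were lower in competent cells at either time. *jag* (BSU41030, from 4213200 to 4213826), which encodes an RNA-binding protein of unknown role beside *spoIIIJ*, was at 2420.4 ± 199 (SD, n = 2) normalized RPKM in competent and 6854 ± 55.1 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of -1.50 (standard error 0.26, adjusted p = 0.0241). An hour later it was at 3058 ± 709 (SD, n = 2) against 8211 ± 1389 (SD, n = 2), a log2 fold change of -1.43 (standard error 0.26, adjusted p = 0.0496), and it was the only gene called lower at both times. Both replicates were lower at each time, but the call at 5.5 h ended without any 1 of the 4 libraries of that time or from those 4 libraries alone, and that at 6.5 h ended in each fit that left out a library, at pseudocount 1, with rRNA genes kept, with the chip as a covariate and from the 4 libraries alone. At 5.5 h, 6 genes were called lower, and 1 of them, *ykoL* (BSU13330), a small gene of unknown function, was listed at 0 in both competent libraries and at 485 and 248 in the non-competent ones (adjusted p = 0.0486). At 6.5 h, 4 genes were called lower, and 3 of them were listed at 0 in both competent libraries: *yppD* at 415 and 640.0 in the non-competent ones, *acpK*, an acyl carrier protein gene of polyketide synthesis, at 309.9 and 403, and *yncF*, a dUTPase gene, at 205 and 463 (adjusted p = 0.0426, 0.0205 and 0.0329). The call of *ykoL* ended at pseudocount 1, with rRNA genes kept, with the chip as a covariate, from the 4 libraries alone, and without either competent library of 5.5 h or any library of 6.5 h. The number lower at 5.5 h was 30 without competent replicate 2 and 0 without any 1 of the other libraries of that time or from its 4 libraries alone, 2 without non-competent replicate 1 or either competent replicate of 6.5 h and 3 without non-competent replicate 2 of 6.5 h. At 6.5 h it was 0 without non-competent replicate 2 or either competent replicate, with the chip as a covariate or from the 4 libraries alone, 2 without non-competent replicate 1, 1 without either non-competent replicate of 5.5 h, 1 with the replicate number as a block, and 2 at pseudocount 1 or 100. At an unadjusted p under 0.05 and 2-fold, 74 genes were lower at 5.5 h and 100 at 6.5 h.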

Two of the downregulated genes, i.e. *ywdK* and *degS* had not been previously identified as differentially expressed. 

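DegS is the sensor kinase that acts on DegU, a response regulator of exoenzymes and motility that also helps ComK bind its own promoter. *degS* (BSU35500) was at 4094 ± 398 (SD, n = 2) normalized RPKM in competent and 9540.2 ± 1192 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of -1.22 (standard error 0.24, adjusted p = 0.0462). *ywdK* (BSU37930), a gene of unknown function, was at 2157 ± 613 (SD, n = 2) against 5508 ± 981 (SD, n = 2), a log2 fold change of -1.37 (standard error 0.30, adjusted p = 0.0701), lower in both replicates but not called. At 6.5 h their log2 fold changes were -0.84 (adjusted p = 0.239) and -0.28 (adjusted p = 0.857). The call of *degS* ended in each fit that left out a library, from the 4 libraries of that time alone, and with rRNA genes kept.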

Four of the downregulated genes in this study were found upregulated by Berka and co‐workers and two by Hamoen and co‐workers (Berka *et al*., 2002; Hamoen *et al*., 2002). These were *degU*, *sigA*, *jag* and *lipL* (*ywfL*). None of these genes contain a K‐box in the promoter region. 

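These genes encode a response regulator (*degU*), the housekeeping sigma factor (*sigA*), an RNA-binding protein (*jag*) and an octanoyltransferase of lipoate synthesis, also named *lipL* (*ywfL*). *degU* (BSU35490, from 3644607 to 3645296) was at 21836 ± 3088 (SD, n = 2) normalized RPKM in competent and 58334 ± 2192 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of -1.42 (standard error 0.24, adjusted p = 0.0245). *sigA* (BSU25200) was at 4117 ± 444 (SD, n = 2) against 10229 ± 243 (SD, n = 2), a log2 fold change of -1.32 (standard error 0.23, adjusted p = 0.0263), and *ywfL* (BSU37640) at 1115 ± 110.3 (SD, n = 2) against 3419.5 ± 114 (SD, n = 2), a log2 fold change of -1.61 (standard error 0.29, adjusted p = 0.0290). In each of them both competent libraries lay below both non-competent ones. At 6.5 h the log2 fold changes were -0.90 (adjusted p = 0.199), -0.91 (adjusted p = 0.166) and -1.34 (adjusted p = 0.0922), and none of the 3 was called. The calls of *degU*, *sigA* and *ywfL* at 5.5 h ended without any 1 of the 4 libraries of that time and from those 4 libraries alone, and that of *ywfL* also with the chip as a covariate.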

Deletion of *jag*, the only gene found downregulated at both time‐points, did not result in a change in competence (data not shown). We also compared the competent subpopulation at time point one with the competent subpopulation at time point two and the non‐competent subpopulation at time point one with the non‐competent subpopulation at time point two. 

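Between 5.5 h and 6.5 h, transcripts for making histidine and arginine were lower at the later time in both subpopulations, as lists adjusted alone, and those for phosphate uptake were higher. No single gene was called over all genes, 0 in competent cells (437 at an unadjusted p under 0.05) and 0 in non-competent cells (375) with limma. The replicate number as a block gave 7 and 11 calls, but no source pairs the libraries of a number. Of 8 genes of histidine biosynthesis, 8 were lower at 6.5 h in either subpopulation when adjusted over the list alone, with median log2 fold changes of -3.70 in competent and -4.03 in non-competent cells. These 8 genes lie side by side on the chromosome, as do *argC* to *argF* of the arginine list, so they are not separate observations. *hisG* (BSU34920), the enzyme of the pathway's opening step, was at 13905 and 45154 at 5.5 h and 1375 and 2629 at 6.5 h in competent cells, and at 8308 and 52563 at 5.5 h and 492 and 3199 at 6.5 h in non-competent cells, in normalized RPKM. Its log2 fold changes, 6.5 h over 5.5 h, were -3.71 (standard error 1.09, adjusted p = 0.348) and -4.04 (standard error 1.09, adjusted p = 0.371) and its values in replicate 2 lay above those in replicate 1 in each group. Of 9 genes of arginine biosynthesis, 3 in competent and 5 in non-competent cells were lower when adjusted over the list alone, with medians of -1.57 and -1.10. *argF*, ornithine carbamoyltransferase, had log2 fold changes of -2.43 (adjusted p = 0.181) in competent and -2.44 (adjusted p = 0.188) in non-competent cells. Of 10 genes of branched-chain amino acid biosynthesis and 43 of other amino acids, 0 were lower when adjusted over the list alone in either subpopulation, with medians from -0.23 to 0.08. Of 19 genes of the biofilm matrix, 16 in competent and 4 in non-competent cells were lower at 6.5 h when adjusted over the list alone (medians -3.44 and -1.97). Most of that list, *epsA* to *epsO*, are neighbours as well. *tasA*, the matrix fibre protein, was at 1757 and 2621 at 5.5 h and 229.5 and 309 at 6.5 h in competent cells. Of 19 genes of the phosphate starvation (PhoP) regulon, 8 were higher and 1 lower in competent cells, and 10 higher in non-competent cells, when adjusted over the list alone (medians 1.37 and 1.91). *pstS* (BSU24990), the phosphate-binding protein of the uptake system, had log2 fold changes of 1.68 (adjusted p = 0.0812) and 1.91 (adjusted p = 0.0811). As sets, fry gave adjusted p = 0.0185 for each of arginine, biofilm and PhoP in competent cells, and 0.0264, 0.0573 and 0.0209 in non-competent cells, while the histidine list had 0.186 and 0.131. With the chip as a covariate, 7 genes in competent and 12 in non-competent cells were called, of which 5 and 6 were of histidine biosynthesis. Whether the lists changed differently in the subpopulations was tested with the contrast of both ratios, and the smallest adjusted p from fry was 0.555.

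**Figure D3:**
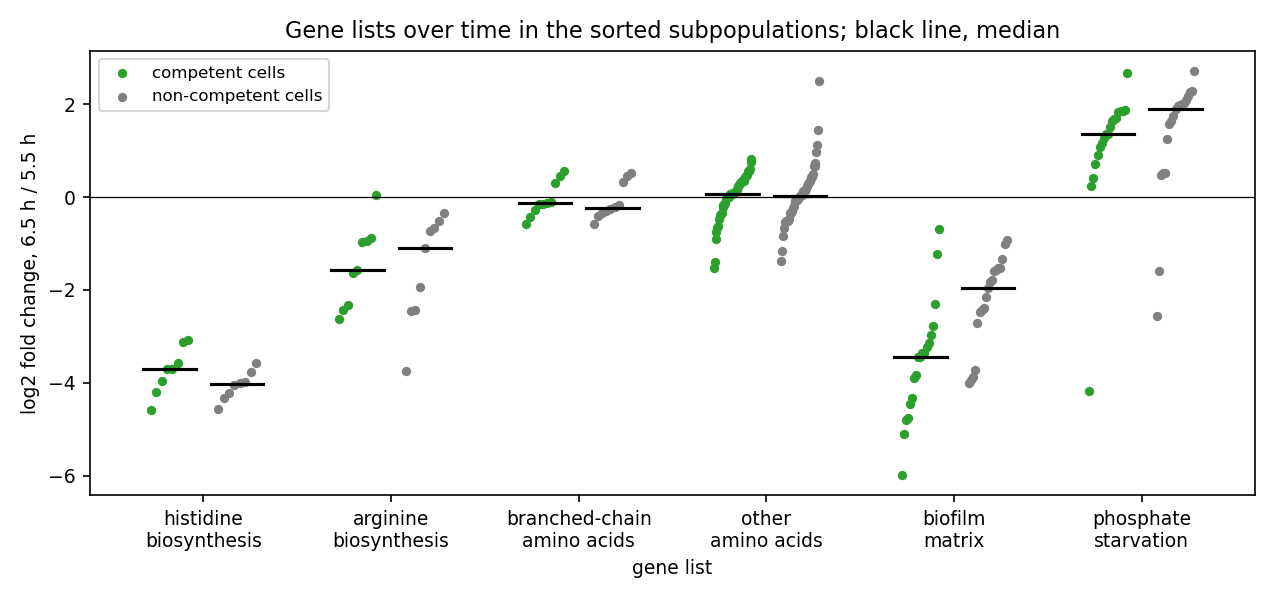
Log2 fold change, 6.5 h over 5.5 h, of each measured gene of 6 fixed lists, in competent and non-competent cells, with the median of each list as a bar. The medians of histidine biosynthesis lie at -3.70 and -4.03 and those of the PhoP regulon at 1.37 and 1.91.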

The results of this analysis reveal primarily higher expression of amino acid production genes at the first time point (Supporting Information S1E and F).

**Figure 1:**
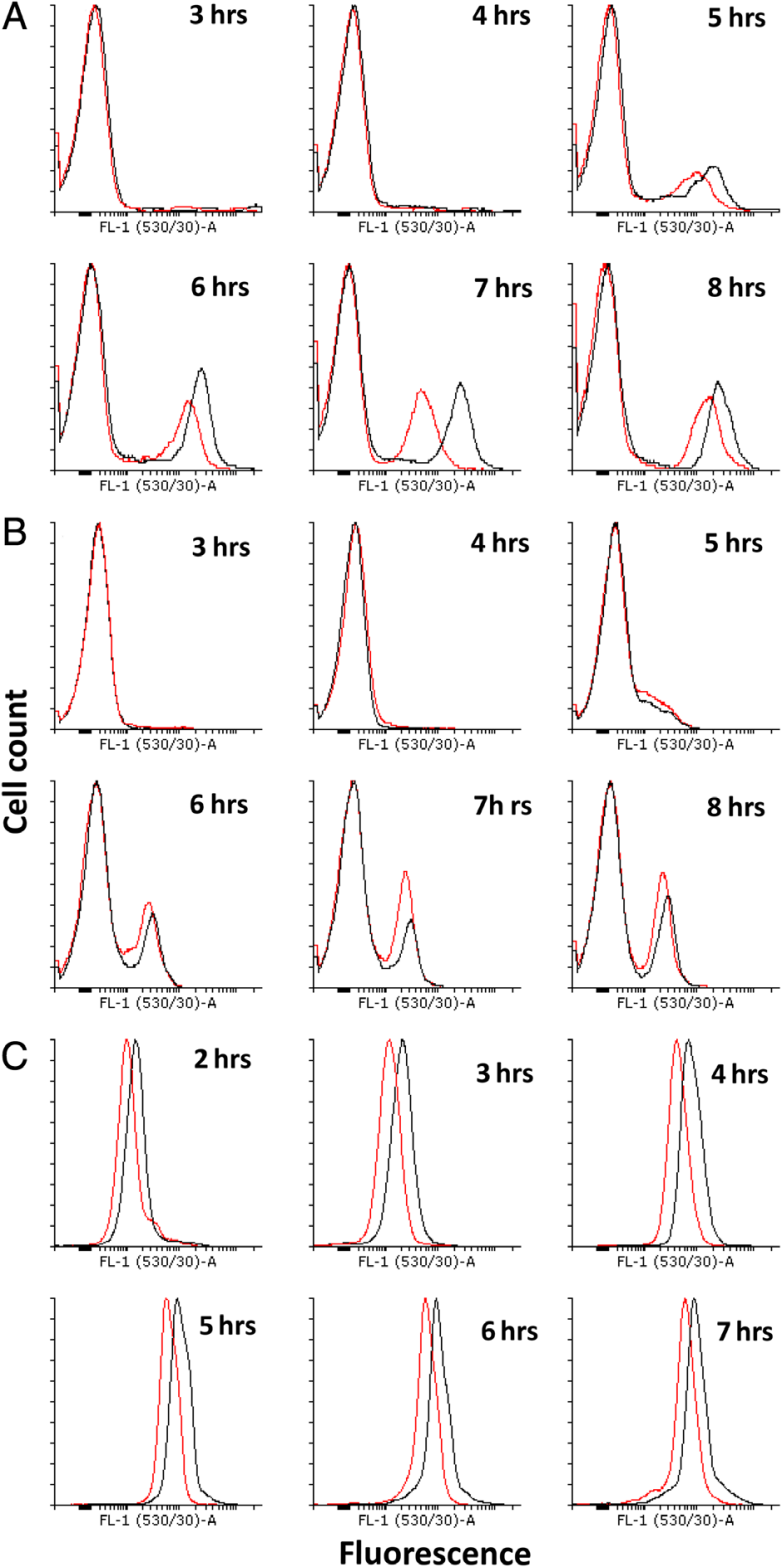
Differences in regulator expression under competence stimulating conditions. Black: control (168); red: BFA1698 (*ΔyhfW*). A. Expression of P_comG_‐*gfp* in the control (black) and the *ΔyhfW* mutant (red). The non‐competent subpopulation is represented in the left peak, and the competent subpopulation in the right peak. The expression of *comG* in the mutant is lower than in the control, shown by a shift to the left of the right red peak. The number of cells expressing* comG* in the mutant is only slightly lower than the control, shown by the lower peak height of the red right peak. B. Expression of P_comK_‐*gfp* in the control (black) and the* ΔyhfW* mutant (red). The non‐competent subpopulation is represented in the left peak, and the competent subpopulation in the right peak. The expression of *comK* in the mutant is lower, as the right red peak is shifted towards the left, but the total number of cells expressing *comK* is increased as the height of the red peak is higher. C. Expression of P_srfA_‐*gfp*. The *yhfW* mutant has lower expression of *srfA*, as the red peak is shifted towards the left. [Color figure can be viewed at wileyonlinelibrary.com]

**Table 1:** Differentially expressed protein coding genes that were not found differentially expressed previously. The complete lists of differentially expressed genes for both time points can be found in the Supporting Information S1C + D.

Gene	Fold	Description
*antE*	11851.5	*dnaG* overlapping gene of unknown function
*yozZ*	7427.1	Hypothetical protein/pseudogene
*ybxH*	5965.9	Hypothetical protein
*ydzL*	5744.3	Hypothetical protein
*pyrE*	5637.2	Orotate phosphoribosyltransferase
*yflD*	5461.3	Hypothetical
*ykzB*	5081.4	Hypothetical protein
*sspD*	5012.5	Small acid‐soluble spore protein D
*sspM*	4762.8	Small acid‐soluble spore protein M
*gerPE*	4494.1	Spore germination protein GerPE
*ydcT*	4397.7	Hypothetical protein
*gerPD*	4378.7	Spore germination protein GerPD
*sodF*	4214	Superoxide dismutase
*ydcO*	3259.5	Hypothetical protein
*ydhF*	3121	Hypothetical protein
*tcyL*	2869.1	l‐cystine transport system permease protein TcyL
*sspC*	2740.5	Small acid‐soluble spore protein C
*cotV*	1344.8	Spore coat protein V
*yhfW*	52.5	rieske 2Fe‐2S iron–sulfur protein YhfW
*phrH*	48.0	Inhibitor of regulatory cascade
*ygaK*	20.4	FAD‐linked oxidoreductase YgaK
*ccpB*	11.5	Catabolite control protein B
*yvqJ*	10.0	MFS transporter
*rsoA*	8.7	Sigma‐O factor regulatory protein RsoA
*ydeB*	7.6	Transcription factor YdeB
*groEL*	7.5	60 kDa chaperonin
*clpE*	7.1	ATP‐dependent Clp protease ATP‐binding subunit ClpE
*maa*	7.0	Maltose o‐acetyltransferase
*ybzI*	6.1	Hypothetical protein
*gid*	6.0	Methylenetetrahydrofolate‐‐tRNA‐(uracil‐5‐)‐methyltransferase TrmFO
*sacB*	5.6	Levansucrase
*yeeI*	5.1	Transcriptional regulator
*ypzG*	5.0	Hypothetical protein
*ybdJ*	5.0	Transcriptional regulator
*sdpC*	4.7	Killing factor SdpC
*yjcM*	4.4	Hypothetical protein
*yopL*	4.4	Hypothetical protein
*ydzE*	4.2	Permease
*radA*	4.1	DNA repair protein RadA
*ymzE/2*	3.9	Pseudogene
*holA*	3.9	DNA polymerase III, delta subunit
*eglS*	3.9	Endoglucanase
*sigO*	3.9	RNA polymerase sigma factor SigO
*yoqW*	3.8	Hypothetical protein
*yjiA*	3.7	Hypothetical protein
*parA*	3.6	Sporulation initiation inhibitor protein Soj
*mta*	3.5	HTH‐type transcriptional activator mta
*yocI*	3.4	ATP‐dependent DNA helicase RecQ
*parB*	3.4	Stage 0 sporulation protein J
*ycgP*	3.3	Hypothetical protein
*ytzJ*	3.3	Hypothetical protein
*ftsR*	3.2	LysR family transcriptional regulator
*hrcA*	2.8	Heat‐inducible transcription repressor HrcA
*yeeK*	2.8	Spore coat protein YeeK
*mcsA*	2.7	Hypothetical protein
*licT*	2.7	Transcription antiterminator LicT
*bpr*	2.7	Bacillopeptidase F
*gidA*	2.5	tRNA uridine 5‐carboxymethylaminomethyl modification enzyme MnmG
*mcsB*	2.4	ATP:guanido phosphotransferase YacI
*yddT*	2.3	Hypothetical protein
*comN*	2.2	Post‐transcriptional regulator
*aroD*	2.2	3‐dehydroquinate dehydratase
*degS*	−2.3	Signal transduction histidine‐protein kinase/phosphatase DegS
*sigA*	−2.4	RNA polymerase sigma factor RpoD
*ywdK*	−2.5	Hypothetical protein
*degU*	−2.7	Transcriptional regulatory protein DegU
*jag*	−2.8	Protein* jag*
*lipL*	−3.0	Octanoyl‐[GcvH]:protein N‐octanoyltransferase
*ylaD*	−1630.8	Anti‐sigma‐YlaC factor YlaD
*ynzL*	−1845.5	Hypothetical protein
*ydzS/1*	−4271.6	Pseudogene

### Expression patterns of non‐coding RNAs

As little is known about the expression of ncRNAs during competence, we decided to look at their expression patterns under competence conditions. We found a total of 37 elements, 17 of which are antisense RNAs (Table 2 and Supporting Information S1G and H). The previously found upregulated genes *degU*, *sigA*, *jag* and *lipL* were found to have upregulated anti‐sense RNAs. We also found upregulation of S963 which is anti‐sense to *comER*. 

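*comER* (BSU25600, from 2641214 to 2642035), a reductase gene that lies on the other strand beside the *comE* operon of DNA uptake, had low values. It was at 26.8 and 33.8 normalized RPKM in competent and 283 and 32.9 in non-competent cells at 5.5 h, a log2 fold change of -1.48 (standard error 1.09, adjusted p = 0.685). By 6.5 h it was at 91.6 and 91.6 against 50.2 and 42.2, a log2 fold change of 0.86 (adjusted p = 0.882). It was called at neither time, and the non-coding RNA itself is not analysed here.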

The upregulation of *comER* in microarray studies was previously suggested to be a false positive caused by upregulation of anti‐sense RNA (Hamoen *et al*., 2002). To determine whether the expression of the ncRNAs could be controlled by ComK we looked at the presence of potential K‐boxes in their respective promoter regions using Genome2D TFBS (Baerends *et al*., 2004). We found potential K‐boxes for seven of the ncRNAs within the first 100 bp upstream region and two ncRNAs with K‐boxes within the first 300 bps (Table 2). Ten ncRNAs are preceded by competence genes with K‐boxes in their respective promoter regions, and these ncRNAs read in the same direction as the competence genes. The majority of the antisense RNAs are preceded by potential K‐boxes. We did not find ncRNAs with a K‐box at the second time point that were not present at the first time point. Although we found 17 antisense RNAs, only four of the upregulated antisense RNAs have corresponding downregulated genes. These are *degU*, *lipL*, *jag* and *sigA*. 

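The genes that lie opposite the antisense RNAs of Table 2 had more negative than positive log2 fold changes in competent cells. Of 21 such genes, including those the text names beside the table, 20 were tested, and at 5.5 h 0 were called higher and 4 lower. Their log2 fold changes were negative in 15 and positive in 5, both at 5.5 h and at 6.5 h, when 1 was called lower. The median over all tested genes was itself -0.09 at 5.5 h and -0.09 at 6.5 h. Several of these genes are neighbours, so they are not separate observations, and the 4 called at 5.5 h are genes the paper had listed as lower from the same libraries. Among those not called at 5.5 h, *tlpC*, a chemotaxis receptor gene, had a log2 fold change of -2.38 (adjusted p = 0.467), *cwlJ*, a cell wall hydrolase gene of germination, -1.78 (adjusted p = 0.724), and *aroD*, of the shikimate pathway, 1.13 (adjusted p = 0.0832). *yndK*, also uncalled, was at 180.3 and 88.5 normalized RPKM in competent and 0 in both non-competent libraries at 5.5 h, a log2 fold change of 3.78 (adjusted p = 0.139), and at 6.5 h at 0 in both competent and at 124 and 118 in the non-competent ones, -3.71 (adjusted p = 0.183). The sources do not state whether reads of an antisense RNA were counted with the gene opposite it. Such counting would raise these genes in competent cells, where the paper found the antisense RNAs raised. At 5.5 h, 0 of the 20 were called higher and 15 were negative, against 5 positive, which argues against it for these genes as a set.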

S1458 is a very large antisense RNA that overlaps with four genes (*pta*, *cysl*, *lipL* and *ywfM*). 

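These genes lie side by side on the reverse strand, and each had a lower mean in competent cells at 5.5 h, with *lipL* (*ywfL*) the only one called. *pta*, listed as *eutD* (BSU37660, from 3865355 to 3866326), encodes phosphotransacetylase and was at 3109.8 ± 227 (SD, n = 2) normalized RPKM in competent and 5665 ± 2468 (SD, n = 2) in non-competent cells, a log2 fold change of -0.79 (adjusted p = 0.467). *cysL* (BSU37650, from 3864309 to 3865208), a transcription regulator of cysteine synthesis, was at 456 ± 274 (SD, n = 2) against 1435 ± 5.23 (SD, n = 2), a log2 fold change of -1.77 (adjusted p = 0.409). *ywfM* (BSU37630), a predicted transporter gene, was at 0 and 34.9 in competent and 311 and 88.7 in non-competent cells (adjusted p = 0.452).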

S1579, i.e. the *jag* and *spoIIIJ* antisense RNA, was also upregulated in our data. Upregulated S951 is antisense to *sigA* and partially overlaps *dnaG*. 

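*dnaG* (BSU25210), the primase gene next to *sigA*, was at 3099 ± 178 (SD, n = 2) normalized RPKM in competent and 4789.6 ± 1157 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of -0.61 (standard error 0.28, adjusted p = 0.485). *spoIIIJ* (BSU41040), a membrane protein insertase gene next to *jag*, was at 2061 ± 274 (SD, n = 2) against 4341 ± 16.5 (SD, n = 2), a log2 fold change of -1.08 (standard error 0.27, adjusted p = 0.131). At 6.5 h the log2 fold changes were -0.32 (adjusted p = 0.806) for *dnaG* and -0.77 (adjusted p = 0.404) for *spoIIIJ*. Neither gene was called, although both had lower values in both replicates at each time.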

The only downregulated gene not covered by an antisense RNA was *ywdK*.

**Table 2:** Differential expression of ncRNAs at the first time point. The description is taken from the study by Nicolas *et al.* (2012).

Name	Fold	Antisense	Description	K‐box	bp distance to start transcript
S963	184.6	*comER*	5'UTR of *comEA*	II‐14	31
S962	173.6	*yqzM*	Independent transcript	*comE*	
S1354	167.8	*degU*	Independent transcript	I‐13	65
S1458	166.4	*pta*	5'UTR of *hemQ*	I‐15	29
S98	121.5	*cwlJ*	5'UTR of *ycbP*	II‐14	0
S122	117.4	*bglC*	Intergenic region	*nucA*	
S125	113.2	*tlpC*	5'UTR of *hxlR*	II‐13	95
S1399	100.8		3'UTR of *ssbB*	*ssbB*	
S652	98.1	*yndK*	3' of S653	No	
S1579	96.6	*spoIIIJ*	Independent transcript	II‐15	5
S97	93	*ycbO*	3'UTR of *ycbP*	No	
S925	80.3	*yqzG*	3'UTR of *yqzE*	*comG*	
S245	43.4		Intergenic region	*rapH*	
S1357	32.3		5'UTR of *yvyE*	No	
S1575	27.9		5'UTR of *rpsF*	No	
S401	26	*yjzB*	Intergenic region	Med	
S1175	24.2		5'UTR of *mntA*	II‐15	51
S1353	22.3		Intergenic region	*comF*	
S366	22.1	*yhxD*	Intergenic region	*comK*	
S655	21.5	*yndL*	5' of S653	No	
S367	17.3	*yhxD*	Intergenic region	*comK*	
S951	16.1	*sigA*	Independent transcript	No	
S876	11.3	*aroC*	3'’UTR of *serA*	No	
S1278	10.6		5'UTR of *oxdC*	No	
S583	10.2		5'UTR of *topA*	I‐13	275
S653	9.6		independent transcript	No	
S208	8.9		5'UTR of *groES*	No	
S209	8.3		3'UTR of *groEL*	No	
S967	5.8		3'UTR of *sda*	No	
S959	4.6		intergenic region	No	
S30	4		5'UTR of *sspF*	No	
S1577	3.2		intergenic region	*trmE*	256
S174	3.1		3'UTR of *yddM*	No	
S515	2.8		Intergenic region	No	
S296	−2.9		5'UTR of *yfhP*	No	
S488	−5.4		5'UTR of *ykvA*	No	

The second last column indicates if the ncRNA has a K‐box predicted by Genome2D TFBS. The type of K‐box was manually determined according to the specifications used by Hamoen *et al*. (2002). The last column indicates the distance of the K‐box to the start of the transcript, measured from the end of the K‐box to the start codon.

### Differential protein levels between the competent and non‐competent subpopulations

For the DNA repair/recombination genes *addA* and *addB*, no significant changes in transcription were found during competence in our or in previous studies (Berka *et al*., 2002; Hamoen *et al*., 2002; Ogura *et al*., 2002). However, they were found to affect transformation through mutation (Alonso *et al*., 1993). 

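AddA and AddB form the helicase-nuclease that processes broken DNA ends for recombination. *addA* (BSU10630) was at 7394 ± 1822 (SD, n = 2) normalized RPKM in competent and 5692 ± 2286 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of 0.42 (standard error 0.33, adjusted p = 0.707). *addB* (BSU10620) was at 6862 ± 533 (SD, n = 2) against 5153 ± 1559.7 (SD, n = 2), a log2 fold change of 0.44 (standard error 0.26, adjusted p = 0.593). Neither difference exceeded what the replicates allow.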

Others, such as *sbcC* and *noc*, were found differentially expressed in only one of the three micro‐array studies (Ogura *et al*., 2002). Because regulation can also occur at the post‐transcriptional level, it is possible that they have different protein levels in the competent subpopulation. We decided to investigate protein levels in the competent and non‐competent subpopulations to determine whether these proteins do indeed have different levels. Other proteins may also have different levels in the competent subpopulation but no corresponding change in RNA levels. For this experiment, *B. subtilis* 168 cells, sampled at 5.5 and 6.5 h, were sorted by FACS onto a filter manifold system. The filters were collected and stored at −80°C. Samples were digested and analysed by LC–MS/MS. At the first time point, we found 53 proteins to be differentially expressed, six of which were downregulated in the competent subpopulation (Table 3 and Supporting Information S1I). The second time point had 94 differentially expressed proteins, 20 of which were downregulated in the competent fraction (Supporting Information S1J). 

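Many proteins that were more abundant in competent cells had higher transcripts as well. Of the 53 proteins the paper lists at 5.5 h, 20 had a gene called here, all higher in RNA and in protein. The number at 6.5 h was 16 of the 93 proteins listed in the supplement, again all higher in both. Among the proteins listed as higher, the RNA log2 fold change was positive for 36 of 47 at 5.5 h, with a median of 1.21, and for 52 of 73 at 6.5 h, with a median of 0.69. Examples at 5.5 h are *yckB*, a predicted amino acid transport gene (BSU03380), at 10513 ± 1447 (SD, n = 2) normalized RPKM in competent and 891 ± 351 (SD, n = 2) in non-competent cells, a log2 fold change of 3.60 (standard error 0.32, adjusted p = 0.00206), and *ydeE*, a predicted regulator, with a log2 fold change of 3.11 (adjusted p = 0.0107). *topA*, the topoisomerase I gene, had a log2 fold change of 1.96 (adjusted p = 0.0228) at 6.5 h. The number called at 6.5 h was 0 with the chip as a covariate, 1 from the 4 libraries of that time alone, 0 without either competent replicate of 6.5 h, 7 without non-competent replicate 2 of 6.5 h and 10 without competent replicate 2 of 5.5 h, and at 5.5 h it was 5 without non-competent replicate 1, 11 without non-competent replicate 2 and 7 without competent replicate 1 of that time.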

Twenty‐three of the proteins found in the first time point and 20 of the proteins found in the second time point were also found in the RNA‐seq data. None of the genes found downregulated in the RNA‐seq data were found to have lower protein levels. None of the downregulated genes found in the protein data were found in the RNA‐seq data. 

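Proteins that were less abundant in competent cells had no gene called at the RNA level. At 5.5 h, the paper lists 6 such proteins, and 0 of their genes were called with limma, with 3 negative log2 fold changes and a median of 0.04. For 6.5 h the paper lists 20, of which 0 were called, with 16 negative and a median of -0.22. These counts do not show equal RNA levels, since the paper's fold limit for proteins was lower than the 2-fold limit used for RNA. In simulated data, 6 of 50 genes changed 2-fold were called at 5.5 h and 12 of 50 at 6.5 h. *atpF* (BSU36850), a subunit of ATP synthase whose protein the paper lists as lower at 5.5 h, was at 1831 ± 1504 (SD, n = 2) normalized RPKM in competent and 1529 ± 920.3 (SD, n = 2) in non-competent cells, a log2 fold change of 0.11 (adjusted p = 0.986).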

Most of the proteins with lower levels in the competent subpopulations are involved in metabolism, with a few unknown genes at the second time point. As expected, some of the proteins for which the corresponding gene was found differentially expressed in only one of the microarray studies were found to have different amounts in our proteomics data. These proteins were Noc, SbcC and SbcD. For some of the proteins for which we found differential levels, such as MinD and Noc, their corresponding genes are part of an operon, in which other genes were found differentially expressed at the RNA level. Nucleoid occlusion protein gene *noc* is part of the *trmE* operon of which *thdF*, *gidA* and *gidB* were also upregulated at the RNA level. 

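Around *noc* on the reverse strand, the tRNA modification gene *trmE* (*thdF*), *gidB* and the chromosome segregation genes *parA* (*soj*) and *parB* (*spo0J*) were higher in competent cells at 5.5 h, while *gidA* and *noc* between them were not called. Of 16 measured genes of this region and the nearby *rpsF* operon, 8 were higher and 1, *jag*, lower at 5.5 h (11 and 2 when adjusted over the list alone), and 7 were higher and 1 lower at 6.5 h (10 and 1 when adjusted over the list alone). *trmE* (BSU41020, from 4211510 to 4212889) was at 10358 ± 372 (SD, n = 2) normalized RPKM in competent and 3988 ± 329.6 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of 1.38 (standard error 0.23, adjusted p = 0.0222). *gidB* (BSU41000), a ribosomal RNA methyltransferase gene, had a log2 fold change of 1.82 (adjusted p = 0.0300), and *gidA* (BSU41010), another tRNA modification gene, one of 1.30 (adjusted p = 0.0606) that did not pass the test. *noc* (BSU40990, from 4207897 to 4208748), the nucleoid occlusion gene, was at 11542 ± 1296 (SD, n = 2) against 5432 ± 778 (SD, n = 2), a log2 fold change of 1.09 (standard error 0.23, adjusted p = 0.0632), and of 0.98 (adjusted p = 0.131) at 6.5 h, with both competent libraries above both non-competent ones at each time but no call. *parA* and *parB* had log2 fold changes of 1.84 (adjusted p = 0.0113) and 1.78 (adjusted p = 0.0222). Farther along, *yyaF*, a GTPase gene, had one of 5.48 (adjusted p = 0.00926) and *ssbA*, the single-stranded DNA binding protein of replication, one of 3.92 (adjusted p = 0.00548). *yyaB*, on the forward strand, had the lowest log2 fold change of the list, -2.90 (adjusted p = 0.614), at 0 and 144 against 209 and 381. The list holds *jag*, *gidA*, *parA* and *parB*, which the paper had picked from the same libraries, and fry was not run without them. As a set, the genes of the list had adjusted p = 0.0224 at 5.5 h and 0.0545 at 6.5 h from fry. The number of these genes called at 5.5 h was 0 without non-competent replicate 1, 5 without non-competent replicate 2 and 1 without competent replicate 1. At 6.5 h, the number was 5 without either non-competent replicate of 5.5 h, 4 and 3 without competent replicate 1 and 2 of 5.5 h, 1 without non-competent replicate 2 of 6.5 h, 0 without either competent replicate of 6.5 h, 5 at pseudocount 1, and 0 with the chip as a covariate or from the 4 libraries alone.

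**Figure D4:**
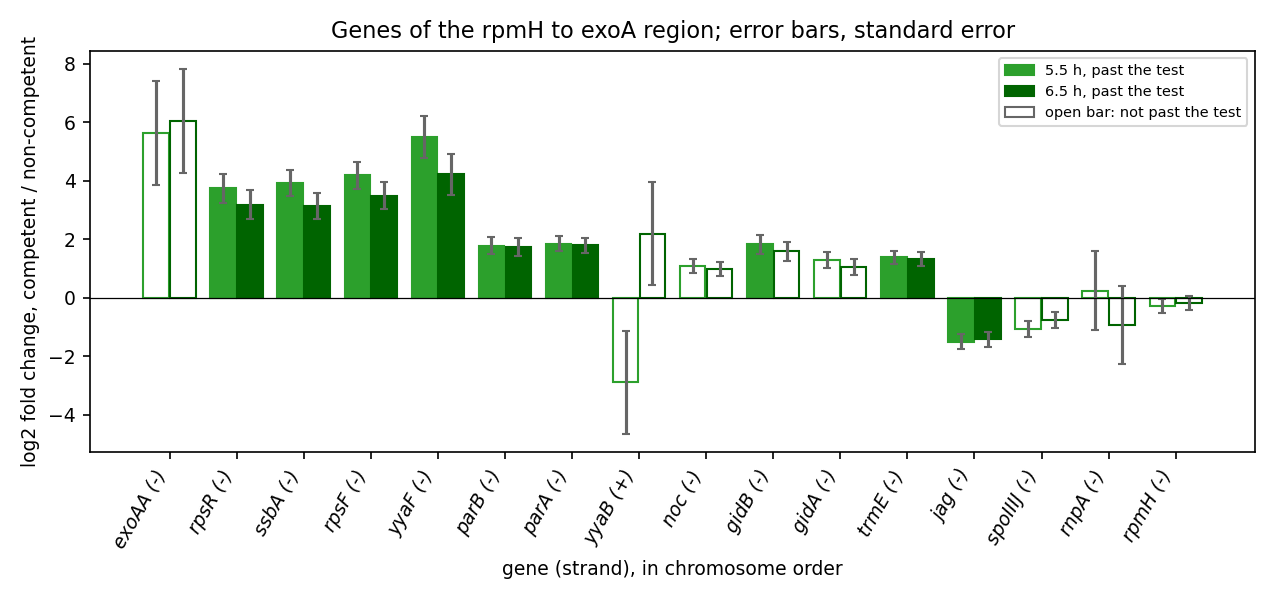
Log2 fold change, competent over non-competent at 5.5 h (lighter green) and 6.5 h (darker green), of 16 genes in their order on the chromosome. Error bars are the standard error of limma, and filled bars mark called genes. At 5.5 h the bar of *trmE* lies at 1.38, that of *noc*, not called, at 1.09, and that of *jag* at -1.50.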

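*radC*, a DNA repair gene, and *maf*, which encodes a nucleotide pyrophosphatase that halts septation, were higher in competent cells at 5.5 h, while *mreB*, *minC* and *minD* downstream of them were not called. *radC* (BSU28040, from 2861840 to 2862535) was at 11131 ± 2958 (SD, n = 2) normalized RPKM in competent and 246 ± 58.1 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of 5.44 (standard error 0.39, adjusted p = 0.00129), and at 6.5 h its log2 fold change was 2.93 (adjusted p = 0.0205). *maf* (BSU28050) had a log2 fold change of 5.50 (adjusted p = 0.0118) at 5.5 h and one of 4.07 (adjusted p = 0.0750) at 6.5 h, where it was not called. *mreB* (BSU28030), the actin-like gene of cell shape, was at 7158 ± 466 (SD, n = 2) against 2999 ± 939.5 (SD, n = 2), a log2 fold change of 1.29 (adjusted p = 0.0899). *minC* and *minD*, the division inhibitors at the end of the operon, had log2 fold changes of 0.28 (adjusted p = 0.793) and -0.20 (adjusted p = 0.894) at 5.5 h. Of 23 genes of cell division and chromosome segregation, 3 were higher at 5.5 h (5 when adjusted over the list alone) and 2 at 6.5 h (4 when adjusted over the list alone). At 5.5 h, 0 of them were called without non-competent replicate 1 or competent replicate 1 and 1 without non-competent replicate 2 of that time. At 6.5 h, 1 was called without non-competent replicate 1 of 6.5 h or competent replicate 1 of 5.5 h, and 0 without competent replicate 2 of 5.5 h, non-competent replicate 2 or either competent replicate of 6.5 h, with the chip as a covariate, or from the 4 libraries of that time.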

The gene of cell division inhibitor MinD lies in an operon with *mreB*, *radC* and *maf*. The deoxyribonuclease subunits *addA* and *addB* were found to be involved in transformation through mutation analyses (Alonso *et al*., 1993; Fernández *et al*., 2000). However, they were not found differentially expressed on either the protein or RNA level in our or the microarray studies. These genes form an operon with the DNA exonucleases *sbcC*, and *sbcD* and the HNH like nuclease *hlpB*. 

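The genes downstream of *addA* on the same strand had slightly higher means in competent cells at 5.5 h, and none was called. *sbcC* (BSU10650, from 1144749 to 1148141), a subunit of an exonuclease, was at 5526 ± 437 (SD, n = 2) normalized RPKM in competent and 3258 ± 1029 (SD, n = 2) in non-competent cells, a log2 fold change of 0.79 (adjusted p = 0.340). *sbcD*, the other subunit, had one of 0.74 (adjusted p = 0.663), and *hlpB*, listed as *yisB*, one of 0.70 (adjusted p = 0.427). At 6.5 h the log2 fold changes were 0.08 (adjusted p = 0.984) for *addA*, 0.19 (adjusted p = 0.882) for *addB*, -0.03 (adjusted p = 0.999) for *sbcC* and -0.25 (adjusted p = 0.931) for *sbcD*.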

Only *sbcC* was found differentially expressed at the RNA level in one of the replicates of Ogura and co‐workers (Ogura *et al*., 2002). We also find higher levels of the zinc transporter ZosA, which affects competence (Ogura, 2011). Other interesting proteins with higher levels in the competent subpopulation are the fatty acid biosynthesis proteins FabHA and FabF (5.5 h), and FloT, which is involved in regulation of membrane fluidity and the formation of lipid rafts. In the same operon as the known competence gene *coiA* lies *pepF*, for which we found higher protein levels in the competent subpopulation.

**Table 3:** Differential protein levels at time point 1. The data for both time points can be found in the Supporting Information S1I and J.

Protein	LogFC	Description
ComEB	6.48	Late competence protein required for DNA binding and uptake
NucA	6.24	catalyses DNA cleavage during transformation
Nin	5.69	Inhibitor of the DNA degrading activity of NucA
RecA	4.17	Homologous recombination
SsbA	4.14	Single‐strand DNA‐binding protein
YyaF	3.86	GTP‐binding protein/GTPase
FlgL	3.11	Flagellar hook‐associated protein 3 (HAP3)
FliW	2.78	Checkpoint protein for hag expression, CsrA anatagonist
YdeE	2.64	Similar to transcriptional regulator (AraC family)
YvrP	2.44	Unknown
TrmFO	2.35	tRNA:m(5)U‐54 methyltransferase, glucose‐inhibited division protein
Maa	1.96	Maltose O‐acetyltransferase
SucD	1.79	Succinyl‐CoA synthetase (alpha subunit)
SucC	1.7	Succinyl‐CoA synthetase (beta subunit)
YlbA	1.67	Unknown
FloT	1.59	Involved in the control of membrane fluidity
TagT	1.57	Phosphotransferase, attachment of anionic polymers to peptidoglycan
Noc	1.46	Spatial regulator of cell division to protect the nucleoid
BdbD	1.41	Required for the formation of thiol disulfide bonds in ComGC
Ffh	1.4	Signal recognition particle (SRP) component
Spo0J	1.36	Chromosome positioning near the pole, antagonist of Soj
SipW	1.25	Signal peptidase I
GidA	1.24	Glucose‐inhibited division protein
ThdF	1.23	GTP‐binding protein, putative tRNA modification GTPase
YckB	1.23	Similar to amino acid ABC transporter (binding protein)
GrpE	1.21	Heat‐shock protein (activation of DnaK)
YfmM	1.17	Similar to ABC transporter (ATP‐binding protein)
YwfH	1.14	Short‐chain reductase
SbcD	1.12	Exonuclease SbcD homologue
MurB	1.1	UDP‐N‐acetylenolpyruvoylglucosamine reductase
YdgI	1.05	Similar to NADH dehydrogenase
YvbJ	1.01	Unknown
ClpY	1.01	Two‐component ATP‐dependent protease, ATPase subunit
HemQ	0.99	Heme‐binding protein, essential for heme biosynthesis
FabHA	0.98	Beta‐ketoacyl‐acyl carrier protein synthase III
ZosA	0.95	Zinc transporter
HprT	0.93	Hypoxanthine phosphoribosyltransferase
SwrC	0.91	Similar to acriflavin resistance protein
GroEL	0.9	Chaperonin and co‐repressor for HrcA
FabF	0.89	Involved in the control of membrane fluidity
YtsJ	0.83	Malic enzyme
MinD	0.81	cell‐division inhibitor (septum placement)
SbcC	0.79	DNA exonuclease
PepF	0.77	Oligoendopeptidase
DltC	0.76	d‐alanine carrier protein
YtwF	0.7	Unknown
YqaP	0.68	Unknown
HisD	−0.8	Histidinol dehydrogenase
PyrAA	−0.86	Carbamoyl‐phosphate synthetase (glutaminase subunit)
PheS	−0.99	Phenylalanyl‐tRNA synthetase (alpha subunit)
HisG	−1.12	ATP phosphoribosyltransferase
GudB	−1.23	Trigger enzyme: glutamate dehydrogenase
AtpF	−0.83	ATP synthase (subunit b)

### Investigations into *yhfW* and *yhxC*

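*comEB* (BSU25580), a dCMP deaminase gene of the *comE* operon, was at 174541 ± 58270.1 (SD, n = 2) normalized RPKM in competent and 3404 ± 871 (SD, n = 2) in non-competent cells at 5.5 h, a log2 fold change of 5.66 (standard error 0.79, adjusted p = 0.0107). At 6.5 h, the log2 fold changes were 4.15 (adjusted p = 0.0367) for *comFC*, 4.15 (adjusted p = 0.0619) for *comEB* and 4.41 (adjusted p = 0.0919) for *yhfW*, and of these *comFC* was called. Without non-competent replicate 1 at 6.5 h, in which most genes higher in competent cells lay above replicate 2, *comEB* and *yhfW* were called as well, with log2 fold changes of 5.60 and 5.62, and *comEB* also without non-competent replicate 2. The call of *comEB* at 5.5 h ended without non-competent replicate 1, without non-competent replicate 2 or without competent replicate 1.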

Among the newly found genes in our study, *yhfW* was upregulated to a similar level as the known competence genes *comFC* and *comEB*. 

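Genes under other regulators of competence had few calls and smaller fold changes than *yhfW*. RocR activates genes of arginine breakdown, and of its 7 measured genes 0 were called at 5.5 h with limma, and 0 when adjusted over the list alone, with a median log2 fold change of -0.36 and 5 of 7 below 0. As a set they were lower by fry at 5.5 h (adjusted p = 0.0252) but not at 6.5 h (adjusted p = 0.528, median -0.03), and *rocD*, ornithine aminotransferase, had a log2 fold change of -0.63 (adjusted p = 0.643). DegU controls secreted degradative enzymes, and of 12 such genes 1 was higher, *bpr*, a serine protease gene (3 when adjusted over the list alone). *bpr* (BSU15300) was at 4169 ± 781 (SD, n = 2) normalized RPKM in competent and 1570.0 ± 343 (SD, n = 2) in non-competent cells, a log2 fold change of 1.41 (standard error 0.28, adjusted p = 0.0468). Its call ended in each fit that left out a library, with rRNA genes kept, with the chip as a covariate, and from the 4 libraries of that time alone. At 6.5 h, 0 genes of either list were called (0 and 1 when adjusted over the list alone).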

Interestingly, it does not have a ComK‐binding site in its promoter region, and its expression pattern does not match other genes regulated by ComK during competence (Supporting Information S3 and Fig. 2). Despite not having a K‐box in the promoter region, we hypothesized that *yhfW* might be involved in competence and that a deletion would lead to a reduction in competence, as its fold change of expression matches that of known competence genes. 

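Transcripts of *yhfW* were low in each non-competent library at 5.5 h and rose in both competent ones. It was at 3183 and 4762 normalized RPKM in competent replicates 1 and 2 and at 30.1 and 125 in the non-competent ones. The values at 6.5 h were 1356 and 3170.5 in competent cells and at 217 and 32.3 in non-competent cells. The ratio between the subpopulations was not called different between the times (interaction of -1.32 (adjusted p = 1.000)). From the similar fold change of *yhfW* and genes of DNA uptake, the paper hypothesizes that *yhfW* might take part in competence and that its loss would lower competence.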

We performed a FACS experiment using three biological replicates of the *yhfW* mutant and the control strain grown in competence medium. We found that deletion of *yhfW* did not lead to a strong decrease in the fraction of competent cells, but rather that the expression of *comG* was significantly reduced (Mann–Whitney test, *P* < 0.04–0.001) (Fig.1A). To determine how YhfW might be affecting competence we looked at the effect of absence of YhfW on the expression of known competence regulators. We therefore tested the expression of *comK*, *srfA* and *spo0A* using three biological replicates of Δ*yhfW* and the control strain (168) (Fig. 1B and C; Supporting Information S3; Fig. 4). In the *yhfW* mutant, the *comK* expressing population was larger, but the intensity of its expression was slightly reduced. This difference was statistically significant before full formation of the competent and non‐competent subpopulations. Expression of *srfA* was also reduced in the mutant, although only statistically significant at 2 h. Expression of *spo0A* was lower in the mutant, but this effect is not statistically significant (Supporting Information S3 and Fig. 4). The expression pattern of *yhfW* is nearly identical to that of its neighbour *yhxC*, which is transcribed in the opposite direction and shares the promoter region. Both genes also share a number of predicted regulator binding sites (Supporting Information S3 and Table 1); however, the expression of *yhfW* and *yhxC* does not match other genes in these regulons during competence (Supporting Information S3 and Fig. 3). 

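*yhxC* (BSU10400, from 1115698 to 1116555) encodes a predicted short-chain dehydrogenase, lies on the forward strand beside *yhfW*, and had very low values. It was at 0 and 22.7 normalized RPKM in competent and 33.3 and 63.8 in non-competent cells at 5.5 h, a log2 fold change of -1.64 (adjusted p = 0.677), and was listed at 0 in the 4 libraries of 6.5 h.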

We therefore decided to also investigate the effect of inactivation of *yhxC* using three biological replicates on competence. In the absence of *yhxC*, the fraction of competent cells was significantly reduced by approximately a factor of 2 (*P* < 0.001 Mann–Whitney test) (Fig. 2A). In contrast to Δ*yhfW*, the expression of *comK* was reduced in the *yhxC* mutant, and again this difference was only statistically significant before maximum competence was achieved (Fig. 2B). The expression of *srfA* was increased in Δ*yhxC*and was statistically significant at 2, 3 and 5 h (Fig. 2C). The expression of *spo0A* was slightly lower, but as for *yhfW* not statistically significant (Supporting Information S3 and Fig. 5). To determine whether the *yhfW* and *yhxC* strains are deficient in transformation, a transformation assay using three biological replicates of Δ*yhfW*, Δ*yhxC* and the control was performed. We investigated the transformability using three types of donor DNA, the replicative plasmid pNZ8048, the integrative plasmid pDR111 and genomic DNA containing an *amyE*::P_*hyspank*_‐*spec* construct. The transformation efficiency per 1 μg of DNA was determined by comparing colony forming units (CFU) on non‐selective and selective media. The transformation efficiency for the integrative plasmid pDR111 was five times lower for Δ*yhfW* and 22 times lower for Δ*yhxC*. For the replicative plasmid, pNZ8048 transformation was 11 times lower for Δ*yhfW* and 22 times lower for Δ*yhxC*. Transformation with chromosomal DNA was 25 times lower for Δ*yhfW* and 106 times lower for Δ*yhxC*. The difference in transformation efficiencies between the three strains for each of the donor DNA types was statistically significant (Kruskal‐Wallis test) (Supporting Information S3 and Fig. 6). Overall transformation efficiency is significantly higher for the control compared to the Δ*yhfW* and Δ*yhxC* strains (Kruskal‐Wallis test) (Supporting Information S3 and Fig. 6).

**Figure 2:**
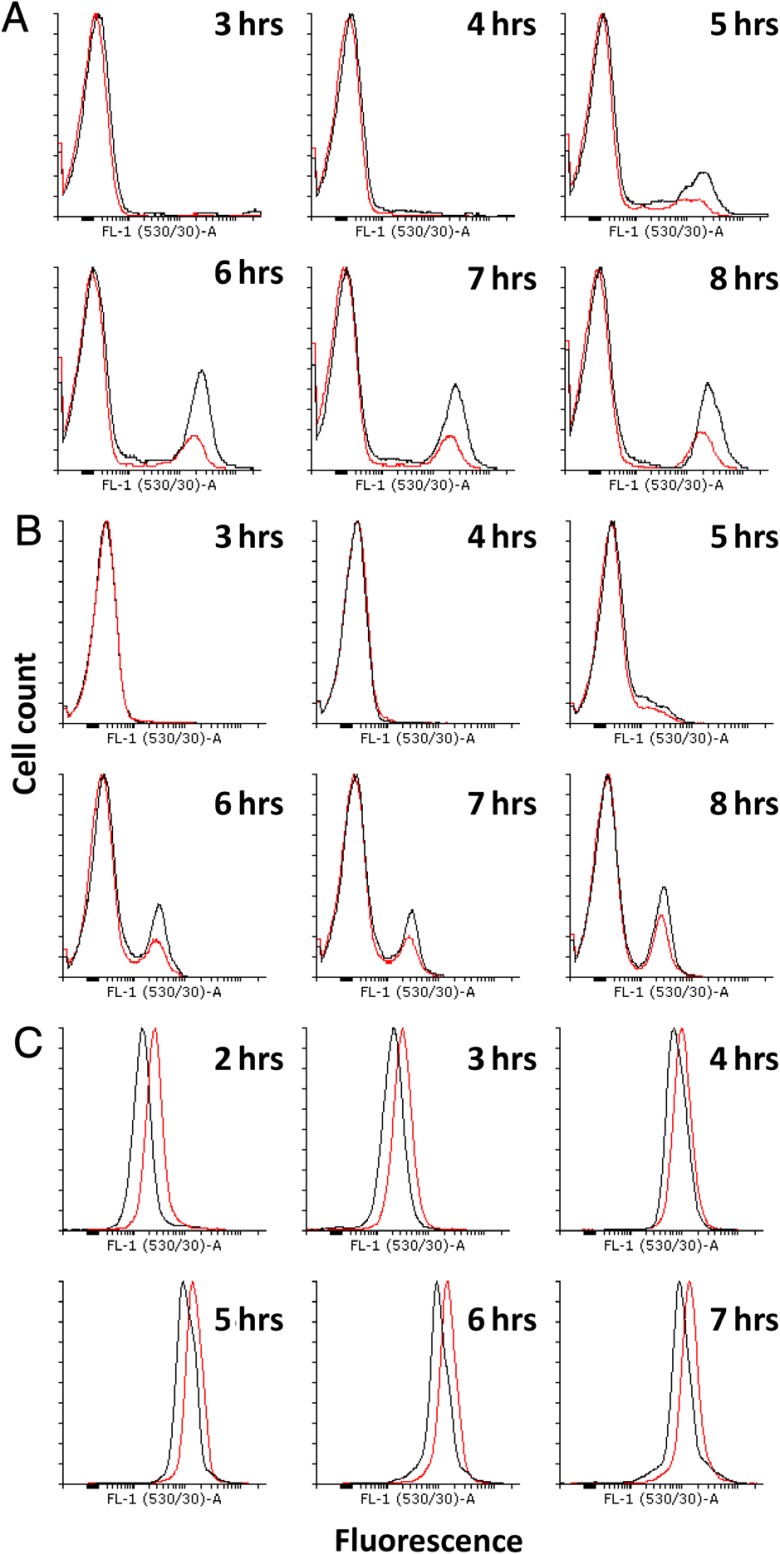
Differences in regulator expression under competence stimulating conditions. Black: control Red: BFA1701 (*ΔyhxC*). A. Expression of P_comG_‐*gfp* in the control (black) and the *ΔyhxC *mutant (red). The non‐competent subpopulation is represented in the left peak, and the competent subpopulation in the right peak. The expression of *comG* in competent cells of the mutant is the same as in the control, as the black and red right peaks are at nearly the same position on the X‐axis. The number of cells expressing *comG* in the mutant however is lower than the control, shown by the much lower peak height of the red right peak. B. Expression of P_comK_‐*gfp* in the control (black) and the *ΔyhxC* mutant (red). The non‐competent subpopulation is represented in the left peak, and the competent subpopulation in the right peak. The expression of *comK* in competent cells in the mutant is the same as for the control as there is no shift in the right red peak compared to the right black peak. The total number of cells expressing *comK *is decreased as the height of the red peak is much lower than the black peak. C. Expression of P_srfA_‐*gfp*. The *yhxC* mutant has higher expression of *srfA*, as the red peak is shifted towards the right. [Color figure can be viewed at wileyonlinelibrary.com]

**Figure 3:**
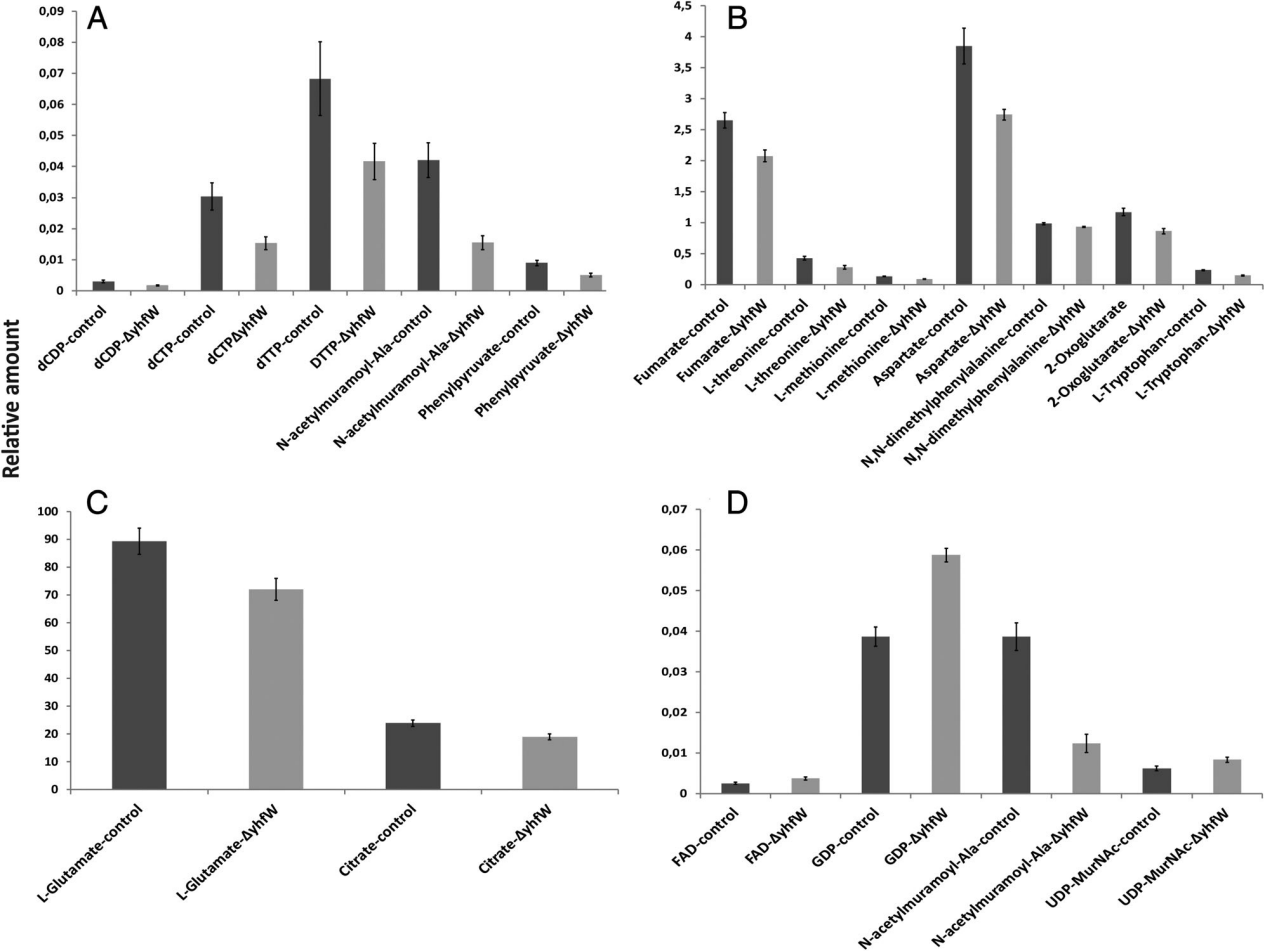
Relative difference in metabolites *ΔyhfW* vs control. A–C. Statistically significant differences between *ΔyhfW* (light grey) and the control (dark grey) under competence conditions after 6 h determined by LC–MS. D. Statistical significant differences between *ΔyhfW* and the control under competence conditions after 7 h determined by LC–MS. [Color figure can be viewed at wileyonlinelibrary.com]

### Effect of *yhfW* inactivation on the metabolome

Both YhfW and YhxC are predicted oxidoreductases of unknown function. YhfW is predicted to be a FAD‐linked oxidoreductase and contains a Rieske 2Fe‐2S domain at the C‐terminus as indicated by the InterPro functional analysis tool. YhxC belongs to the short‐chain dehydrogenase (SDR_c1) family of proteins and shows similarity to FabG and harbours 3‐oxo‐ACP reductase domains (NCBI‐pBLAST). Because YhfW is predicted to be an enzyme, we decided to determine whether inactivation of this gene would have an effect on the metabolome under competence conditions. A growth curve was determined to inspect possible differences in growth between the mutant and the control. No changes in growth rate were found for the mutant (S1‐P). Samples of four biological replicates were taken when maximum *comG‐gfp* expression was achieved; for this experiment, that time point was 6–7 h after dilution of the overnight culture. The metabolomics experiment was performed as described before (Meyer *et al*., 2013). The intracellular metabolome revealed differences in metabolite levels between the control and Δ*yhfW* (Fig. 3). At 6 h, there was a statistically significant difference in tricarboxylic acid cycle metabolites (TCA cycle), such as fumarate, 2‐oxoglutarate, and citrate. There were also significant decreases in free amino acids and amino acid intermediates such as l‐threonine, phenylpyruvate, l‐methionine, l‐tryptophan, l‐aspartate and l‐glutamate (Figs. 3 and 4 and Table 4). Other significant changes were found in dCTP an dTTP as well as the cell‐wall metabolite N‐acetyl muramoyl‐Ala. At 7 h, fewer significant differences in metabolites were found. N‐acetyl muramoyl‐Ala was significantly decreased in the mutant, whereas UDP‐MurNac, GDP and FAD were significantly increased in the mutant (Fig. 3F). Because binding sites for the regulators CcpC, CitT, CtsR and GltR were predicted by Genome2D‐TFBS to reside in the promoter region of *yhfW* and *yhxC* (Supporting Information S3 and Table 1), we examined whether the expression of *yhfW* and *yhxC* matches that of other genes within these regulons. 

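Genes under the predicted regulators CcpC, CitT, CtsR and GltR were not called, apart from 1 of the CtsR regulon. The lack of calls does not show equal levels, since in simulated data 6 of 50 genes changed 2-fold were called at 5.5 h. CcpC and CitT control citrate metabolism and GltR is linked to glutamate synthesis, and of 7 target genes 0 were called with limma, and 0 when adjusted over the list alone, at either time, with a median log2 fold change of -0.19 at 5.5 h and -0.23 at 6.5 h. *citB*, aconitase, had a log2 fold change of -0.19 (adjusted p = 0.834) and *citZ*, citrate synthase, one of 0.07 (adjusted p = 0.957) at 5.5 h. CtsR represses genes of protein quality control, and of its 6 genes 1 was higher at 5.5 h, *clpE* (4 when adjusted over the list alone), and 0 at 6.5 h (3 when adjusted over the list alone), with all 6 above 0 at both times and medians of 1.15 and 1.00. At 5.5 h the number called was 0 without non-competent replicate 2 or competent replicate 1 of that time or from its 4 libraries alone, and 2 without competent replicate 2 or with the chip as a covariate. *mcsA*, a modulator of CtsR, had a log2 fold change of 1.45 (adjusted p = 0.163), and *clpC*, an ATPase of the Clp protease, one of 1.09 (adjusted p = 0.159). At an unadjusted p under 0.05 and 2-fold, 0 genes of the first list were called at 5.5 h and 0 at 6.5 h.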

The expression of *yhfW* and *yhxC* under competence conditions did not match those of the other genes within these regulons (Supporting Information S3).

**Figure 4:**
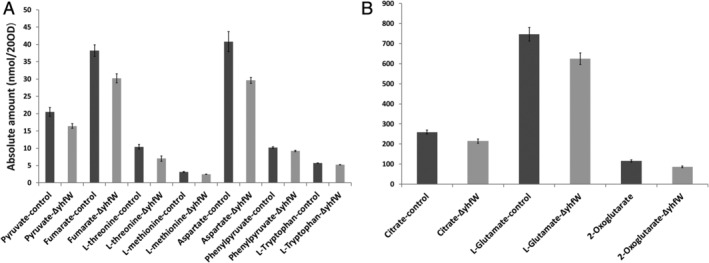
Absolute difference in metabolites *ΔyhfW* versus control. A and B. Statistically significant differences between *ΔyhfW* (light grey) and the control (dark grey) under competence conditions after 6 h determined by GC–MS.

**Table 4:** *P*‐values relative difference 6 and 7 h and absolute difference at 6 h.

Relative amount 6 h	*P* value	Absolute amount 6 h	*P* value	Relative amount 7 h	*P* value
dCDP	0.0467	Pyruvate	0.0307	FAD	0.0314
dCTP	0.0214	Fumarate	0.0093	GDP	0.000466
*dTTP	0.029	l‐threonine	0.0146	N‐acetylmuramoyl‐Ala	0.000639
*N‐acetylmuramoyl‐Ala	0.00462	*l‐methionine	0.029	UDP‐MurNAc	0.042
*Phenylpyruvate	0.029	*Aspartate	0.029		
Fumarate	0.00929	2Oxoglutarate	0.00623		
l‐threonine	0.0146	Phenylpyruvate	0.029		
l‐methionine	0.000523	l‐Glutamate	0.0325		
*Aspartate	0.029	Citrate	0.0224		
*N*,*N*‐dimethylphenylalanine	0.0383	l‐Tryptophan	0.00124		
2‐Oxoglutarate	0.00623				
l‐Glutamate	0.0318				
Citrate	0.023				
l‐Tryptophan	0.00122				

Statistics was done using a two‐tailed T‐test or Mann–Whitney test (indicated with an asterisk) on four biological replicates.

### Transcriptomic analysis of BFA1698 (Δ*yhfW*)

To determine whether the changes in metabolites correspond to changes in expression of genes encoding amino acid biosynthesis and TCA cycle enzymes in the mutant, we performed RNA‐seq on samples harvested at the same time in the same experiment as those used for the metabolomics experiment. 

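In the mutant, *yhfW* (BSU10390) is inactivated by insertion of the plasmid pMUTIN4, so some of its reads can remain. RNA-seq covered 4 libraries of unsorted cells at 6 h, 2 biological replicates each of the mutant and the control strain. *yhfW* was at 819.9 and 288 normalized RPKM in mutant replicates 1 and 2 and at 1473 and 1272 in the control, a log2 fold change of -1.47 (standard error 0.54, adjusted p = 0.749), which did not pass the test. Aligned bases per library came to 1688 and 2505 Mb in the mutant and 2459 and 1865 Mb in the control. Ribosomal RNA took 0.0180% to 0.0323% of them and the tmRNA gene *ssrA* 31.3% to 50.3%. The authors' values were normalized as for the sorted cells, and whether rRNA was removed from these libraries is not given in the sources used here. The same test with limma was fitted to these 4 libraries alone, over 4295 genes with a normalized RPKM of at least 10 in at least 2 of them, with the same pseudocount, limits and lists. Across genes, the Spearman correlation of mutant replicate 2 with the other libraries was 0.930 to 0.941 and that of the others with each other 0.987 to 0.993, and genes are not independent replicates.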

Although there were quite a few metabolites with significantly changed levels, we only found 17 differentially expressed genes in the RNA‐seq data (Table 5). 

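The genes of Table 5 encode enzymes of NAD synthesis, transporters, a tRNA ligase and small proteins of unknown function. Of 4295 genes tested, 0 were called higher and 1 lower in the mutant with limma (182 at an unadjusted p under 0.05). The replicate number as a block gave 102 calls, 44 higher and 58 lower, but no source pairs the libraries of a number. The gene called was *ywqI* (BSU36200, from 3727427 to 3727687), of unknown function, which fell from 3254 ± 707 (SD, n = 2) to 9.65 ± 4.74 (SD, n = 2) normalized RPKM, a log2 fold change of -7.38 (standard error 0.38, adjusted p = 0.0157). Of the 17 genes of the table, 16 were matched to genes of the files, and of 15 with a value above 0 in both strains all had the direction the paper gives, but they were chosen on these libraries, so this is not independent evidence. *tyrS* (BSU29670), a tyrosine tRNA ligase gene, was at 22058 and 11632 in the mutant and 3315 and 3109.6 in the control, a log2 fold change of 2.32 (adjusted p = 0.749). *yrzI* was at 942 and 1968 against 253 and 428, and *opuCB*, of osmoprotectant uptake, at 2020.1 and 4414 against 774 and 845. Without mutant replicate 1 the number of calls was 1192 and without mutant replicate 2 it was 3, so the count rests on single libraries.

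**Figure D5:**
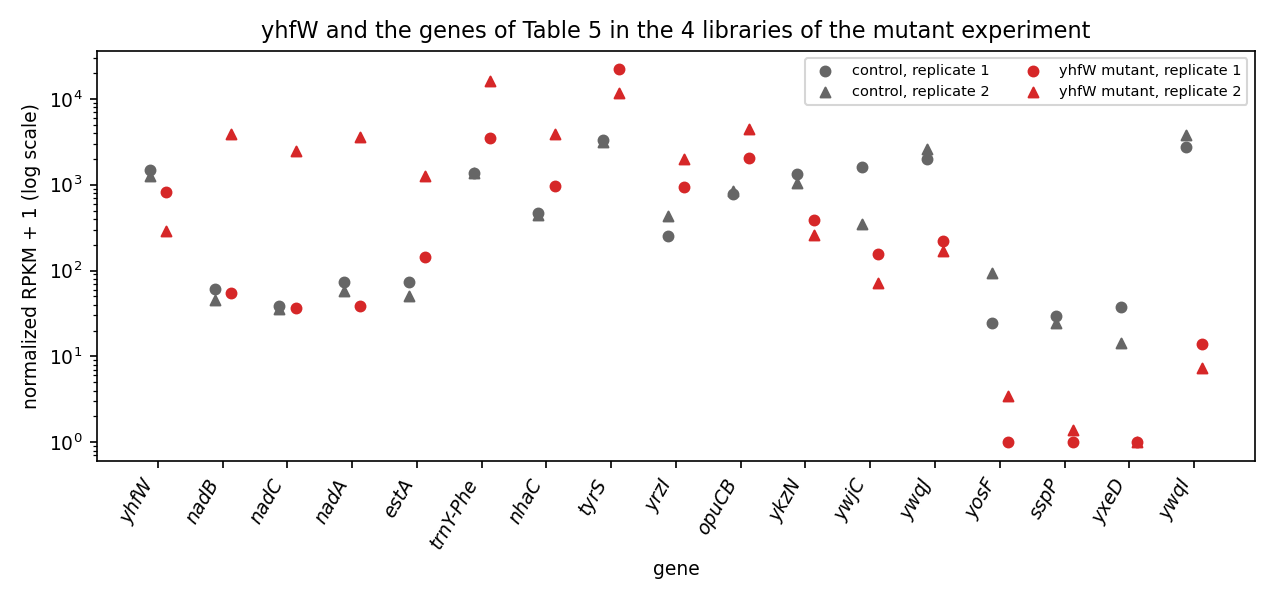
Normalized RPKM + 1 (log axis) of *yhfW* and the genes of Table 5 in each of the 4 libraries, control and mutant. *ywqI* lies at 2754 and 3754 in the control and 13 and 6.3 in the mutant, and *nadB* at 54.4 and 3877 in the mutant.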

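No gene of amino acid synthesis or of the TCA cycle was called in the mutant. In simulated data the test called 0 of 50 genes changed 2-fold and 35 of 50 changed 4-fold. The simulation drew the noise of each gene independently, without the deviation that mutant replicate 2 had across genes, so its rates may be too high for these libraries. In the real data *ywqJ*, at a log2 fold change of -3.51, was not called. The lack of calls therefore does not exclude changes of 2-fold or larger. Of 15 genes of the TCA cycle, 0 were called with limma, and 0 when adjusted over the list alone, with a median log2 fold change of 0.01 and 8 above and 7 below 0. *citB*, aconitase, had a log2 fold change of 0.18 (adjusted p = 0.865) and *citZ*, citrate synthase, one of -0.41 (adjusted p = 0.749). Of 8 genes of histidine biosynthesis, 9 of arginine, 10 of branched-chain amino acids and 43 of other amino acids, 0 were called, and 0 when adjusted over each list alone, with medians of 1.66, -0.16, -0.67 and 0.25. *hisG*, the enzyme that opens histidine synthesis, was at 808 and 32618 normalized RPKM in the mutant and 1840.0 and 1327 in the control (adjusted p = 0.755). At an unadjusted p under 0.05 and 2-fold, 0 genes of the TCA cycle and 0 of histidine biosynthesis were called. Without mutant replicate 1, 1 gene of the TCA cycle and 8 of histidine biosynthesis were called, and in that fit the mutant is a single library assumed to vary like the control, while without mutant replicate 2 the median of the histidine list was -0.90. The paper set out from changed metabolites to look for such transcripts, and states that none of the changed genes is known for these pathways.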

None of the genes found are known amino acid biosynthesis or TCA cycle genes. We did find upregulation of NAD biosynthesis genes *nadA*, *nadB* and *nadC*. 

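*nadA*, *nadB* and *nadC* encode the enzymes that make the NAD precursor nicotinate mononucleotide from aspartate, and they were high in 1 mutant library only. *nadB* (BSU27870, from 2847871 to 2849466), aspartate oxidase, was at 54.4 and 3877 normalized RPKM in mutant replicates 1 and 2 and 59.8 and 44 in the control, a log2 fold change of 3.03 (standard error 1.84, adjusted p = 0.749). *nadC* (BSU27860) was at 35.7 and 2445 against 38 and 34.2, and *nadA* (BSU27850) at 37.2 and 3589 against 72.1 and 56.4. Of 10 genes of NAD synthesis and salvage, 0 were called with limma, and 0 when adjusted over the list alone, and the median log2 fold change was 0.62. The difference between the strains was smaller than that between the mutant replicates, and without mutant replicate 1 the number called was 5.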

The expression of the three NAD synthesis genes is low under competence conditions in wild‐type *B. subtilis* (Supporting Information S2). 

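In the control at 6 h, *nadA*, *nadB* and *nadC* were at 64.2, 51.9 and 36.1 normalized RPKM on average, on a scale with a median near 1000. In sorted cells at 5.5 h, *nadA* was at 359.5 ± 48.6 (SD, n = 2) in competent and 319 ± 145 (SD, n = 2) in non-competent cells, with a log2 fold change of 0.24 (adjusted p = 0.953), and *nadB* and *nadC* had ones of 0.77 (adjusted p = 0.866) and -0.01 (adjusted p = 1.00). At 6.5 h, *nadC* was at 126 and 0 in competent and 144 and 0 in non-competent cells.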

Interestingly, we do not observe a significant increase in the levels of NAD nor in the levels of NADP in the metabolomics data (Supporting Information S1 N). 

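*nhaC* (BSU09680, from 1042885 to 1044246) encodes a sodium and proton antiporter, and it was above the control in both mutant libraries without passing the test. It was at 961 and 3927 normalized RPKM in mutant replicates 1 and 2 and 464 and 442 in the control, a log2 fold change of 2.08 (standard error 0.68, adjusted p = 0.749).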

We also found upregulation of the Na+/H+ antiporter *nhaC*. The majority of the downregulated genes have no known function, but the expression pattern of *yxeD* and *sspD* is very similar to that of *yhfW* (Nicolas *et al*., 2012).

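Of the genes the paper lists as lower in the mutant, *yxeD*, *sspP* and *yosF* had low values in each library. *yxeD* (BSU39590) was listed at 0 in both mutant libraries and at 37.1 and 13.5 normalized RPKM in the control, and *sspP* (BSU17980), a small spore protein gene, was at 0 and 0.4 against 28.2 and 23.3 (adjusted p = 0.749 and 0.749). *yosF* was at 0 and 2.5 against 23.6 and 93.7, *ykzN* at 388 and 258 against 1329 and 1056 and *ywjC* at 156 and 70.6 against 1589 and 346, and none of them was called. *ywqJ* (BSU36190), a toxin gene after *ywqI*, was at 219 and 169.5 against 2005 and 2619, a log2 fold change of -3.51 (adjusted p = 0.198).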

**Table 5:** Differentially expressed genes in the ΔyhfW mutant under competence conditions. Samples for RNA‐seq were from the same experiment and were taken at the same time timepoints as the samples taken for metabolomics analysis.

Fold	Gene	Description
39.1	*nadB*	l‐aspartate oxidase
35.5	*nadC*	Nicotinate‐nucleotide diphosphorylase (carboxylating)
29.2	*nadA*	Quinolinate synthetase
11.7	*lip*	Extracellular lipase
7.3	*trnY‐Phe*	Transfer RNA‐Phe
5.5	*nhaC*	Na/H antiporter
5.2	*tyrS*	Tyrosyl‐tRNA synthetase
4.3	*yrzI*	Unknown
4	*opuCB*	Glycine betaine/carnitine/choline ABC transporter
−3.7	*ykzN*	Unknown
−6.1	*corA*	Unknown
−8.7	*ywjC*	Unknown
−11.9	*ywqJ*	Unknown
−42	*yosF*	Unknown
−79.5	*sspP*	Probable small acid‐soluble spore protein
−204.3	*yxeD*	Unknown
−334.7	*ywqI*	Unknown

### Effects of *yhfW* deletion on sporulation

As *yhfW* is primarily regulated by SigF, we decided to determine whether the absence of *yhfW* could lead to a statistically significant difference in *spo0A* expression under sporulation conditions. BFA1698 (Δ*yhfW*) was grown in chemically defined sporulation medium + alanine CDSM for 20 h. In contrast to the competence stimulating conditions, growth in CDSM + A significantly affects the expression of *spo0A*. Interestingly, the expression of *spo0A* was higher in the mutant compared to the control (Fig. 5B), whereas the expression of *spo0A* was lower in the mutant under competence stimulating conditions (Supporting Information S3 and Fig. 1). To determine whether there is an actual difference in the sporulation efficiency of Δ*yhfW*, sporulation assays were performed on three biological replicates of the control and mutant grown in CDSM + A. Sporulation efficiency was determined by determination of CFUs before and after treatment with 10% chloroform or heat treatment. The sporulation of cultures grown for 24 h in CDSM + A was low for both control (1% chloroform, 1.4% heat) and Δ*yhfW* (0.6% chloroform, 0.31% heat). Sporulation efficiency for Δ*yhfW* under these conditions is 1.8 times lower for the chloroform treatment and 4.6 times lower for the heat treatment; however, these differences were not statistically significant.

**Figure 5:**
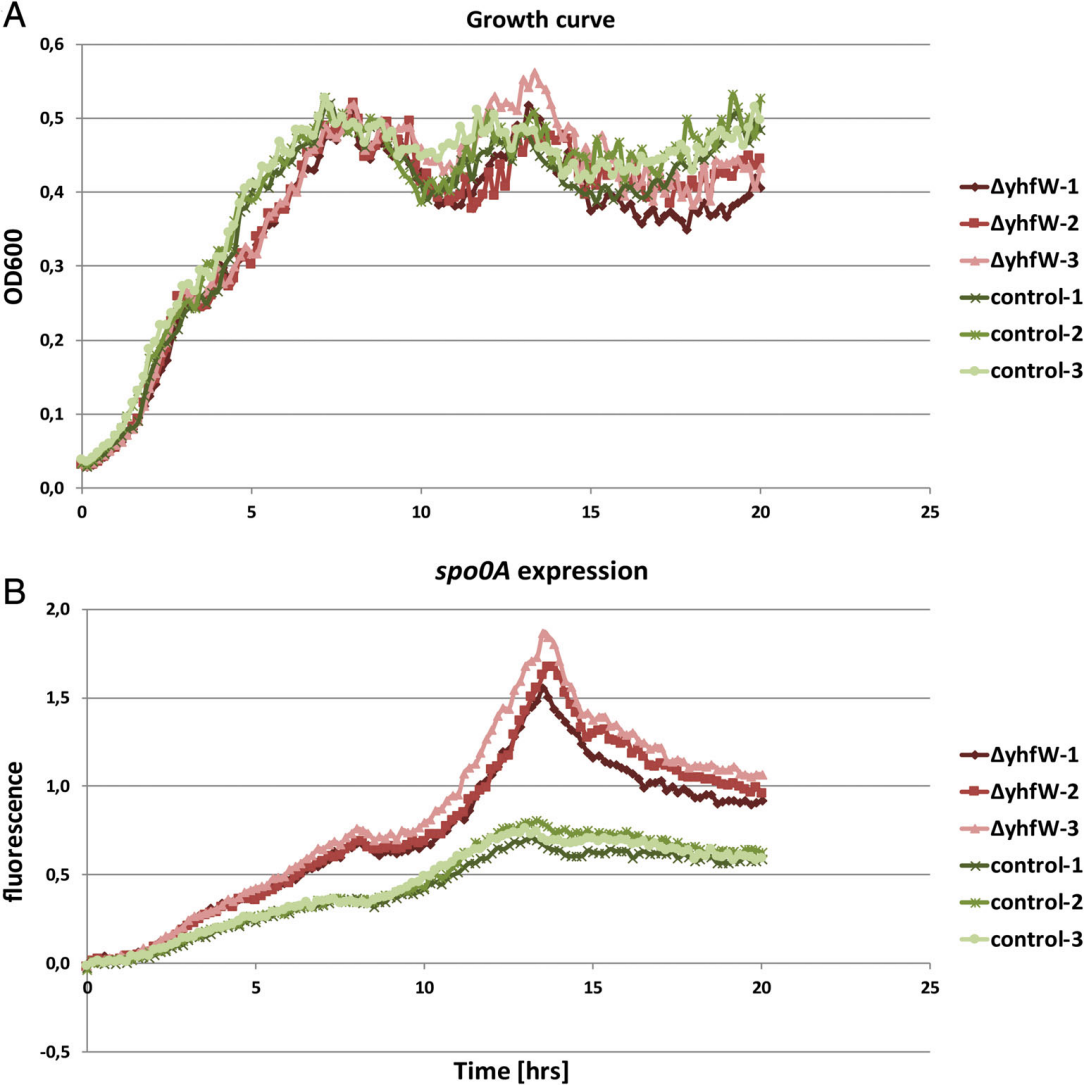
Difference of expression of spo0A in ΔyhfW and control under sporulation conditions. A. Growth curve. Green control, red ΔyhfW. B. Expression of spo0A. Green control, red ΔyhfW. [Color figure can be viewed at wileyonlinelibrary.com]

### Germination efficiencies of Δ*yhfW* and wt strains

YhfW was found to be a spore coat protein by Abhyankar and co‐workers (Abhyankar *et al*., 2015). We therefore also looked at the germination efficiency of the Δ*yhfW* strain. For this experiment, the control and Δ*yhfW* strains were grown in chemically defined sporulation medium (CDSM), and the spores were harvested after 24 h and used for germination assays. When looked at under a microscope, mature spores show up as light/bright and become dark when they germinate. Germination was determined by a time‐lapse experiment of heat treated and non‐heat‐treated spores placed on a slice of LB‐containing agarose and counting the bright versus dark spores every 2 min. Germination was also investigated by detecting the OD drop corresponding to germination, of spores incubated in LB in a Varioscan plate reader. A clear reduction in germination speed in the *yhfW* mutant was found in both experiments (Fig. 6).

**Figure 6:**
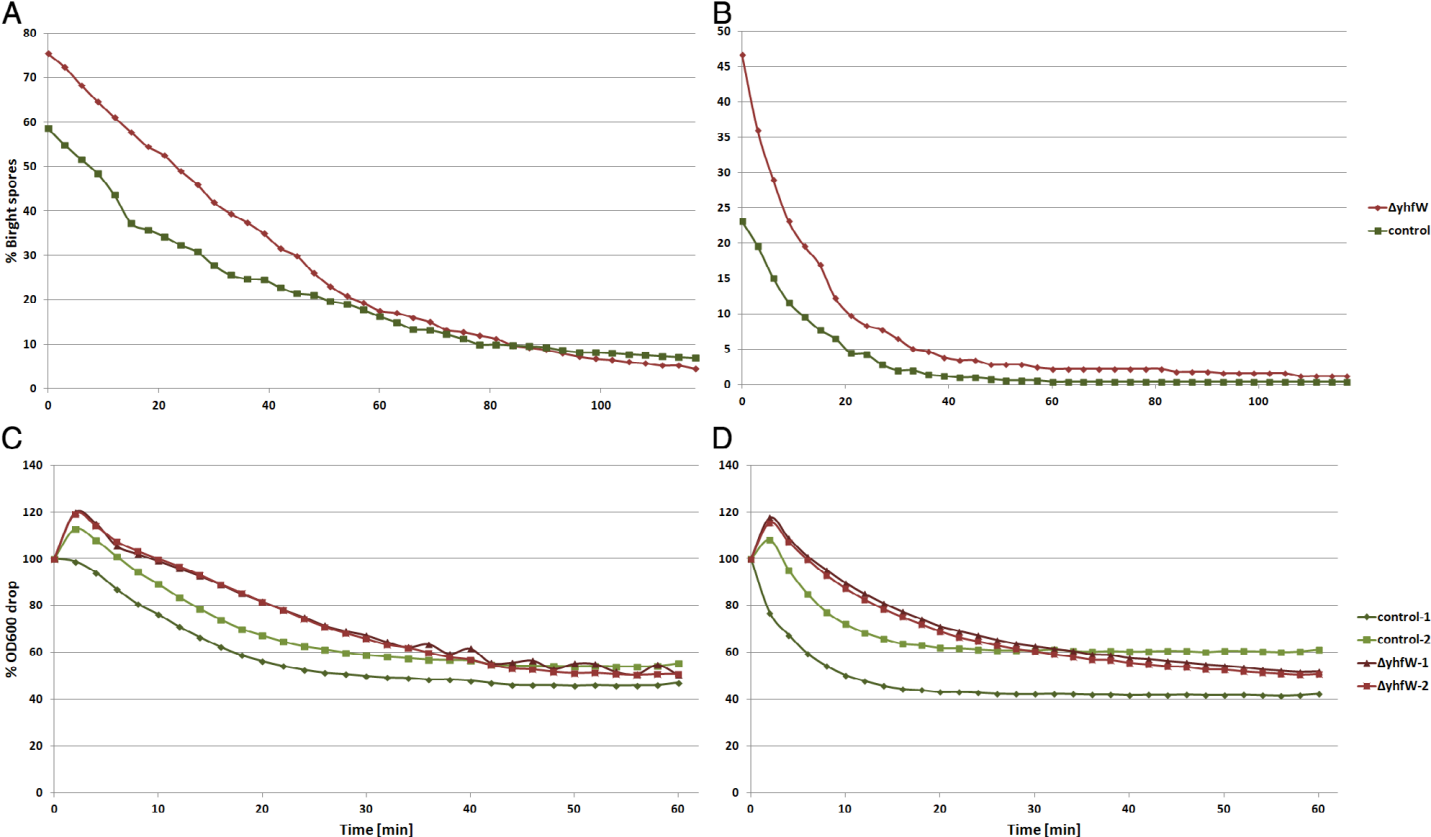
Differences in germination between *ΔyhfW* and the control 168. A. Germination followed by time‐lapse microscopy. The graph represent the percentage of bright spores of *ΔyhfW* (red) and the control 168 (green) of spores that were not heat treated before the start of the experiment. The percentage of bright spores decreases more slowly for the mutant *ΔyhfW* than for the control, representing slower germination. B. Germination of heat‐treated spores followed by Time‐Lapse microscopy. Red *ΔyhfW* and green control 168. As for the non‐heat treated spores. The percentage of bright spores decreases more slowly for the mutant *ΔyhfW* than for the control, representing slower germination. C. Germination of non‐heat‐treated spores followed by incubation in a plate reader. Germination of spores causes a reduction in the OD which occurs more slowly in the *yhfW* mutant (red).D. Germination of heat‐treated spores followed by incubation in a plate reader. Germination of spores causes a reduction in the OD which occurs more slowly in the *yhfW* mutant (red). [Color figure can be viewed at wileyonlinelibrary.com]

## Discussion

Our results are largely in accordance with previous studies with regard to the core ComK regulon (Supporting Information S1C + D). Some of the genes found in previous studies were not found in our data. This is likely because no knock‐out mutants of *comK* and/or *mecA* were used in our experiment, and therefore both compared populations are under natural control of the relevant regulators. We found six genes that were significantly downregulated in the competent subpopulation (Table 1) and four of which have corresponding upregulated antisense RNAs (Table 2). These were *degU*, *jag*, *sigA*, and *lipL*. These genes were previously found upregulated, however, this was likely the result of the use of amplicon arrays. Because the probes in amplicon arrays constitute double stranded DNA (dsDNA) it cannot distinguish between sense and antisense DNA. Hamoen and co‐workers already determined that *comER* was one of these false positives, and, indeed, we found upregulation of the antisense *comER* RNA (S963) but not of *comER* itself (Hamoen *et al*., 2002). Lower levels of the housekeeping sigma factor *sigA* may be related to a reduced need for expression of housekeeping genes as cell division and replication are halted during competence. DegU is a regulator of competence as well as of degradative enzyme expression and biofilm formation. It regulates its own expression by binding to the *degU* promoter region (Dahl *et al*., 1992; Mäder *et al*., 2002; Veening *et al*., 2008; Ogura and Tsukahara, 2010). The samples were taken at the point of maximum competence, and downregulation of *degU* may represent the reduced need for DegU‐mediated activation of *comK* expression. The *lipL* gene that we found downregulated, and which is covered by antisense RNA S1458 is essential for lipoic acid formation. Lipoic acid is necessary for the pyruvate dehydrogenase complex of which one subunit affects Z‐ring formation (Perham, 2000; Christensen *et al*., 2011; Martin *et al*., 2011; Monahan *et al*., 2014). S1458 also covers the *pta gene*, encoding phosphotransacetylase, which has been found to affect cell division in *E. coli*. However, we did not find significant downregulation of the other genes in this operon (Maciąg‐Dorszyńska *et al*., 2012). Downregulation of genes involved in cell division may be related to the fact that cell division is halted during competence. The majority of the downregulated genes have higher levels of corresponding antisense RNAs that contain predicted K‐boxes in their promoter regions. The actual mode of action of these antisense RNAs will also have to be determined as was done for the *gdpP* asRNA by Luo and Helmann (2012). The downregulation of the corresponding gene may be a by‐product of the transcription of the anti‐sense RNA without a true phenotype resulting from their interaction (Mars *et al*., 2016). Further studies are thus required to confirm direct regulation of the antisense RNAs by ComK and their effect on their opposite genes during competence. No direct downregulation by ComK was found in our results and so far, *kre* may be the only gene directly inhibited by ComK. The expression of *kre* is repressed in competent cells, and it contains several ComK‐binding sites (Gamba *et al*., 2015).

In the proteomics data, we found a higher number of proteins differentially expressed at the second time point. This can be explained by the maturation time of proteins and/or accumulation due to their higher stability compared to RNA. Some of the proteins found to have elevated levels in the competent subpopulation are those involved in the regulation of cell division. Halting of cell division and replication is an important aspect of competence. Known genes affecting cell division are *maf*, *noc* and *minD* (Marston *et al*., 1998; Wu *et al*., 2009; Briley *et al*., 2011). Unlike the gene for competence cell division inhibitor *maf*; *noc* and *minD* were not differentially expressed at the RNA level. They did, however, show increased protein levels in the competent subpopulation (Table 3) aside from the before mentioned MinD and Noc. The exonucleases SbcC and SbcD also showed increased protein levels in the competent subpopulation but were not differentially expressed at the RNA level. Our results, combined with previous research, show that MinD, Noc, SbcC and SbcD are primarily regulated at the post‐transcriptional level. *addA* and *addB* of which mutants affect competence were not differentially expressed on either the transcriptional or post‐transcriptional level, indicating that their basal levels are sufficient for competence. We also found higher levels of FabHA and FabF and FloT in the competent subpopulation suggesting a difference in membrane lipid composition and fluidity. Levels of the zinc transporter ZosA were also higher. Disruptions in *zosA* have been shown to lead to a reduction in transformability by inhibiting the post‐transcriptional control of ComK (Ogura, 2011). There were higher levels of PepF in the competent subpopulation. Overexpression of *pepF* has been shown to inhibit sporulation initiation (Kanamaru *et al*., 2002).

One of our goals was to determine whether there are genes involved in competence that were not found in the previous transcriptomic studies by using a direct approach in comparing competent and non‐competent subpopulations, instead of mutants. We did indeed find upregulation of several genes that were not found differentially expressed previously, and most notably we found strong upregulation of *yhfW* (Table 1), which encodes a FAD‐dependent oxydoreductase of unknown function. YhfW is conserved among *B. subtilis* group species with a sequence identity ranging from 60% to 94% over 91% to 100% of the sequence (NCBI pBLAST). Homologues with >50% identity over >96% sequence coverage can be found in the following orders within the *Bacilli* class: *Alicyclobacillaceae*, *Bacillaceae*, *Paenibacillaceae*, *Planococcaceae*, *Sporolactobacillaceae*, *Thermoactinomycetaceae*, and the unclassified *Desulfribacillus*, *Flavobacterium thermophilum* and *Acidibacillus*. Within the phylum *Firmicutes*, the *Clostridiaceae* family also contains homologous proteins with a sequence identity of >40% and over 96% of the sequence. Interestingly, proteins with over 40% sequence identity over >96% of the sequence are also found in the phyla *Bacteriodetes* (*Flavobacteria*), *Proteobacteria* (alpha and beta), *Actinobacteria* (*Actinobacteria*) and in the Archea species *Methanosarcina* and *Methanoculleus*. In *B. subtilis*, deletion of *yhfW* reduced *comG* expression and caused a change in expression under competence conditions of the important *B. subtilis* regulators *comK* and *srfA*. Its neighbouring gene, *yhxC* also affects expression of *comG*, *comK*, and *srfA*. In contrast to *yhfW*, deletion of *yhxC* resulted in a strong decrease in the number of competent cells. Deletion of *yhfW* or *yhxC* also caused a significant reduction of transformability of *B. subtilis*. Absence of YhfW under competence conditions resulted in a significant decrease of several TCA cycle metabolites and aminoacids (Fig. 3) and upregulation of *de novo* NAD/NADH synthesis genes (Table 5). Biosynthesis of NAD in *B. subtilis* occurs from aspartate and uses fumarate or oxygen as electron acceptor for FAD reoxidation (Marinoni *et al*., 2008).

It is possible that the changes in TCA cycle and a possible resulting defect in NAD/NADH homeostasis is responsible for upregulation of NAD synthesis genes or that the upregulation of NAD synthesis disrupts NAD/NADH homeostasis. Further processing of NAD in the nicotinate and nicotinamide pathway may explain why higher levels of NAD/NADH were not detected. Upregulation of *nhaC* may be a result of internal pH disruptions due to the lower levels of amino acids and intermediates such as fumarate, 2‐oxoglutarate, aspartate, glutamate and citrate. NhaC has been found to be involved in pH homeostasis and the uptake of Na+ (Prágai *et al*., 2001). As we did not find significant changes in the expression levels of amino acid synthesis genes, it seems likely that the reduction in the levels of amino acid synthesis intermediates and amino acids is the result of a disruption in the TCA cycle.

Aside from its effect on competence, deletion of *yhfW* increased expression of *spo0A* under sporulation conditions (Fig. 4). However, sporulation efficiency was not significantly affected under the conditions tested. Different sporulation conditions however may result in a significant effect. Spo0A is only active in its phosphorylated state, and upregulation of *spo0A* alone may thus not be enough for a phenotypic effect on sporulation (Ireton *et al*., 1993; Fujita and Losick, 2005). The *yhfW* mutant did show a significant reduction in germination speed. The decrease in spore outgrowth is particularly interesting in view of the results of Abhyankar and co‐workers, who indicated YhfW as a putative spore coat protein and also found YhxC in the spore coat (Abhyankar *et al*., 2015). Although *yhfW* is regulated by SigF no other SigF‐regulated genes are differentially expressed between the two subpopulations, nor is there a difference in expression of *sigF* (Supporting Information S1C + D) (Wang *et al*., 2006).

To conclude, our data confirm that ComK is primarily a transcriptional activator and that downregulation by ComK is indirect and possibly occurs through specific ncRNAs. A small number of the known competence related factors, in particular those involved in halting cell division, are primarily regulated at the protein level rather than at the transcriptional level. The high sensitivity of RNA‐seq did indeed lead to the identification of a new gene, *yhfW*, which together with *yhxC* may play an important role in the adaptive lifestyles of *B. subtilis*.

## Experimental procedures

### Growth conditions

Strains used in this study can be found in the Supporting Information S6. Unless otherwise indicated, the following competence medium was used: 18 ml demineralized water, 2 ml 10× competence medium stock [0.615 M K_2_HPO_4_•3H_2_O, 0.385 M KH_2_PO_4_, 20% glucose, 10 ml 300 mM Tri‐Na‐citrate, 1 ml 2% ammonium ferric citrate, 1 g casein hydrolysate (oxoid), 2 g potassium glutamate], 100 μl 2 mg ml^−1^ tryptophan, 67 μl 1 M MgSO_4_ (Spizizen, 1958; Konkol *et al*., 2013). Strains were streaked out from −80 stocks on Luria Bertani (LB) agar plates with antibiotics and grown overnight at 37°C. A single colony (sc) was diluted 1000× in PBS or 1× Spizizen solution 100 μl of the sc colony solution was added to 20 ml medium in 100 ml Erlenmeyer flasks and grown at 37°C 220 rpm. Exponential/early stationary overnight cultures were diluted to an OD600 of 0.05 in 20 ml medium without antibiotics. Antibiotic concentrations used were chloramphenicol (cm) 5 μg ml^−1^, spectinomycin (sp) 50 μg ml^−1^, erythromicin (ery) 0.5 μg ml^−1^, and lincomycin 12.5 μg ml^−1^. Growth conditions in CDSM (Vasantha and Freese, 1980; Hageman *et al*., 1984) + alanine (10 mM) + tryptophan 1 mM. Strains were grown overnight at 37°C on LB agar + chloramphenicol (control) or chloramphenicol + erythromycin (BFA1698), single colonies were diluted and incubated in 2 ml LB 37°C 220 rpm in test tubes. The diluted cultures were mid‐exponential after overnight growth. The overnight cultures were diluted to OD600 0.05 in 2 ml CDSM + alanine + tryptophan and chloramphenicol (control) or chloramphenicol + erythromycin (BFA1698) in test tubes and grown to mid‐exponential growth at 37°C 220 rpm. Cultures were diluted to OD600 0.1 in 100 μl CDSM + alanine + tryptophan without antibiotics in a 96 wells plate and grown at 37°C, 240 rpm, 10 min measuring interval for 20 h in a Thermo Fisher Varioskan Lux. The remainder of the cultures was grown for 24 h after which the cultures were kept in the dark at 4°C without shaking for 4 days. Spores were harvested by centrifugation at 10 000 g and washed 3× with double distilled water. The spore crops were diluted to the same OD and heated for 10 min at 80°C and dilutions were plated on LB agar with chloramphenicol and grown overnight at 37°C. Colonies were counted and measured with ImageJ. Statistics were done in Sigmaplot using a Rank Sum Test.

### Growth conditions for RNA‐seq and proteomics

*Bacillus subtilis* 168 P*comG‐gfp* chloramphenicol resistant variant was created by Prof. Dr. Jan Willem Veening. *B. subtilis* 168 P*comG‐gfp* was grown as described in growth conditions Samples for protein analysis and RNA‐seq analysis were taken at 5.5 and 6.5 h respectively. One hour of sorting through FACS yields approximately 3 × 10^7^ GFP‐negative (non‐competent cells) and 1.5 × 10^7^ GFP‐positive (competent) cells.

### Protein sample preparation and analysis

A non‐sorted control of 4.0 × 10^6^ cells was taken. A total of four biological replicates were used for the protein analysis. Samples were sorted by BD FACS Aria onto a vacuum manifold filter system. Proteins were isolated and prepared for LC/MS–MS. The on‐filter digestion method was developed by Dr. Elrike Frenzel (Functional Microbiology Division, University of Veterinary Medicine, Vienna) in cooperation with the Functional Genomics group, University Medicine Greifswald. Details regarding the digestion and MS settings can be found in the Supporting Information S4.

### Sample preparation for RNA‐seq

To prevent degradation of RNA, the cells were preserved with 2 M NaCl in PBS before FACS and sorted in to 4 M NaCl in PBS (Brown and Smith, 2009; Nilsson *et al*., 2014). The NaCl preservation method was tested by microarray analyses (Supporting Information S1A and B). Samples were harvested at 5.5 and 6.5 h, diluted in 2 M NaCl and run through BDFACS Aria at 4°C samples were sorted into 4 M NaCl on ice. Samples were filtered using a syringe and 13 mm 0.22 μm filter and washed using TE + 20 mM sodium azide and put to liquid nitrogen. The cells on the filter were homogenized in a bead mill, and RNA was extracted as described in the study by Nicolas *et al*. (2012). Two biological replicates were sent for sequencing by Primbio on a proton pI chip without ribosomal RNA depletion. Results were analysed using T‐REx (http://genome2d.molgenrug.nl) (de Jong *et al*., 2015). Comparisons were made between competent versus non‐competent cells at T1 (5.5 h), competent versus non‐competent cells at T2 (6.5 h), competent T1 versus competent cells T2, non‐competent T1 versus non‐competent cells T2. Samples for the RNA‐seq analysis of BFA1698 were harvested and extracted as described above.

### FACS analysis of regulators in a BFA1698 Δ*yhfW* and BFA1701 Δ*yhxC* background

Three single colony replicates were inoculated and grown as described under growth conditions. Samples were analysed every hour on a BD FACS Canto machine. Data were analysed using Flowing Software 2.5.1. Statistics were performed in Sigma plot using a Rank Sum test. Test.

### Transformation assay

Three single colony biological replicates of *B. subtilis BFA1698*, *BFA1701* and the control 168 were grown in competence medium as described in growth conditions. About 400 μl of culture was in incubated with 1 μg of pDR111, pHB201 or *168 amyE::Physpank‐spec* genomic DNA and incubated for 2 h. The 100 μl of culture was spread out on selective and non‐selective LB‐agar and incubated overnight at 37°C. The transformation efficiency was calculated, and statistical analysis was performed using a Kruskal‐Wallis test.

### Sporulation assay

Three single colony biological replicates of *B. subtilis 168* and BFA1698 were diluted in PBS and inoculated in 2 ml CDSM + alanine (10 mM) and tryptophan (1 mM) and incubated at 220 rpm at 37°C overnight with the antibiotics and growth conditions as described before. Exponential overnight cultures were diluted to OD600 0.05 and grown for 24 h. For each replicate, 999 μl was taken and treated with 10% end volume chloroform. For each replicate, a control was taken and treated with 10% final volume 1× PBS. Dilutions were plated out on LB agar and the CFUs were counted after overnight incubation at 37°C and the transformation efficiency calculated. For the heat treatment, 1 ml of culture was incubated for 10 min at 80°C, and the controls were kept at room temperature. Dilutions were spread on LB agar as for the chloroform treated samples.

### Germination assay

For spore isolation, 20 ml of cultures were incubated for 24 h in CDSM as described for the sporulation assay were treated with 1.5 mg ml^−1^ lysozyme for 1 h at 37°C. Subsequently, 4% final concentration of SDS was added and the samples were incubated for 30 min at 37°C. Samples were washed four times with Milli‐Q® ultra pure water (Merck Millipore) by centrifugation 5000 g, 10 min, 4°C. Cultures were re‐suspended in 2 ml Milli‐Q®. The samples were diluted to an OD of 0.1 in 200 μl incubated in a 200 μl 96‐wells plate in a Varioskan Lux at 37°C under continuous shaking at 180 rpm. Hundred millisecond measurements at 600 nm were taken at 2 min intervals. Samples for microscopy were prepared as described previously (Veening *et al*., 2009). Time‐lapse microscopy was performed on a DeltaVision Elite microscope (GE Life Sciences). Images were taken with a 60× lens with 3 min intervals, phase contrast, exposure 0.25 s, 32%.

### Metabolomics

The strains were grown in competence medium as described under growth conditions. Details on the metabolomics method can be found in the Supporting Information S5.

### Strain construction

BFA1698 (Δ*yhfW*) and BFA1701 (Δ*yhxC*) were made using pMUTIN4 by Dr. Rob Meima. BFA1698 and BFA1701 were transformed with genomic DNA from *B. subtilis* 168 P*comg‐gfp*, *B.subtilis* 168 P*comK*‐gfp, *B. subtilis* 168 P*spo0A‐gfp*, *B. subtilis* 168 P*srfA‐gfp*. The strain list can be found in the Supporting Information S6.

## Supporting information

**Table S1**: Supporting information

**Table S2**: Supporting information

**Appendix** **S3**: Supporting information

**Appendix** **S4**: Supporting information

**Appendix** **S5**: Supporting information

**Appendix** **S6**: Supporting information

# Supplementary material for: Analyses of competent and non‐competent subpopulations of Bacillus subtilis reveal yhfW, yhxC and ncRNAs as novel players in competence
**Source:** Environ Microbiol. 2020 Apr 15;22(6):2312–28. doi: 10.1111/1462-2920.15005
**Supplement:** Supplementary file 3 — Appendix S3: Supporting information

**Fig. .1** **Expression of *yhfW*  and *yhxC* under competence conditions compared with the expression of sporulation regulators, and other genes within these regulons**. There is no difference in the expression of the sporulation regulators between the competent subpopulation (green horizontal bars) and the non-competent subpopulation (grey horizontal bars)

-T1_BR1 (no- competent subpopulation, time point 1 bio-replicate 1,), +T1_BR1 (competent subpopulation, time point 1 bio-replicate 1), -T2_BR1 (non-competent subpopulation time point 2 bio-replicate 1, +T2_BR1 (competent subpopulation, time point 2 bio-replicate 1). BR2 = bio-replicate 2

**Fig. 2** **Expression of *yhfW* and *yhxC* under competence conditions compared with the expression of competence regulators and other genes within these regulons.** There is no clear correlation in expression between *yhfW* and *yhxC* and ComK regulated genes (black dots) and DegU and RocR

regulated genes

-T1_BR1 (no- competent subpopulation, time point 1 bio-replicate 1,), +T1_BR1 (competent subpopulation, time point 1 bio-replicate 1), -T2_BR1 (non-competent subpopulation time point 2 bio-replicate 1, +T2_BR1 (competent subpopulation, time point 2 bio-replicate 1). BR2 = bio-replicate 2

**Fig. 3** **Expression of *yhfW* and *yhxC* under competence conditions compared with the expression of predicted regulators of *yhfW* and *yhxC*, and other genes within these regulons.** There is no clear correlation in expression between *yhfW*  and *yhxC* with other genes within these regulons under competence conditions.

-T1_BR1 (no- competent subpopulation, time point 1 bio-replicate 1,), +T1_BR1 (competent subpopulation, time point 1 bio-replicate 1), -T2_BR1 (non-competent subpopulation time point 2 bio-replicate 1, +T2_BR1 (competent subpopulation, time point 2 bio-replicate 1). BR2 = bio-replicate 2

**Fig. 4** **Expression of *spo0A* under competence conditions**. The expression of *Spo0A* in the *yhfW* mutant (dark grey) is lower than in the control (white), but not statistically significant.

**Fig. Fig. 4** **Expression of *spo0A* under competence conditions**. The expression of *Spo0A* in the *yhxC* mutant (dark grey) is lower than in the control (white), but not statistically significant.

**Fig. 6 Transformation efficiency.**  The transformation efficiency of ΔyhfW (BFA1689), ΔyhxC (BFA1701) and the control 168 was determined for pDR111 (integrative plasmid), pHB201 (replicating plasmid) and gDNA (genomic DNA). The difference in transformation efficiencies between the three strains for each of the donor DNA types was statistically significant (Kruskal-Wallis test) Overall transformation efficiency is significantly higher for the control compared to the *ΔyhfW* and *ΔyhxC* strains. (Kruskal-Wallis test)

| **Predicted regulator** | ***yhfW*** | ***yhxC*** |
| --- | --- | --- |
| CcpC |  |  |
| CitT |  |  |
| CtsR |  |  |
| DegU |  |  |
| GltR |  |  |
| RocR |  |  |
| Xre |  |  |
| Zur |  |  |

**Table 1. Predicted regulator binding sites**

Regulator binding sites in the 300bp promoter region of *yhfW* and *yhxC.* All were predicted by Genome2D TFBS search. <http://genome2d.molgenrug.nl/>

# Supplementary material for: Analyses of competent and non‐competent subpopulations of Bacillus subtilis reveal yhfW, yhxC and ncRNAs as novel players in competence
**Source:** Environ Microbiol. 2020 Apr 15;22(6):2312–28. doi: 10.1111/1462-2920.15005
**Supplement:** Supplementary file 4 — Appendix S4: Supporting information

# Materials and Methods

The on-filter digestion method was adapted from Pförtner *et al* 2013 by Dr. Elrike Frenzel (Functional Microbiology Division, University of Veterinary Medicine, Vienna) in cooperation with the Functional genomics group, Ernst-Moritz-Arndt University, Greifswald (Pförtner *et al.*, 2013)

# Protein digestion and desalting

After cells were sorted onto a filter, cell disruption was performed on the filter by adding 200 ng of Lysozyme (Sigma–Aldrich) and 20 µl of 20 mM ammonium bicarbonate (ABC) and incubated for 30 min at 37°C. 700 ng of freshly prepared Trypsin (Promega, Madison, WI, USA) and RapiGest (Waters Corp., Milford, MA, USA) to a final concentration of 0.1% was added to enhance trypsin digestion. Trypsin digestion was stopped by adding 1% final concentration of tri-flouro acetic acid (TFA) and shaking in a mixer for 30 min at 37°C. Adding TFA also degrades the detergent RapiGest. Digested peptides were then desalted to remove the impurities that might interfere with MS analysis.

For desalting, peptides were purified and desalted using C18 resin-ZipTip® pipette tips (Millipore). ZipTip columns were equilibrated by serial pipetting of 100% ACN; 80% ACN in 1% AA; 50% ACN in 1% AA; 30% ACN in 1% AA, and 1% AA. Then the peptides were loaded onto the ZipTip by pipetting 20 times. ZipTip was washed 5 times with 1% AA and peptides were eluted in 50% ACN+1% AA and 80% ACN+1% AA. Eluates were pooled and ACN was removed by vacuum centrifuge concentrator (Eppendorf). Peptides were dissolved in Buffer A (2% ACN, 0.1% AA) to a final concentration of 100 ng/µL and stored at -20°C until MS measurement.

# LC-MS/MS acquisition

LC-MS/MS was performed by an LTQ-Velos-Orbitrap-MS (Thermo Scientific) coupled with Nano-Acquity UPLC system (Waters, Milford, MA, USA). For liquid chromatography, peptide mixtures were loaded onto a trap column (C18, 2cm length, 180 µm i.d, 5 µm particle size, Waters) and further separated on a reverse-phase analytical column (C18, 10cm length, 100 µm i.d., 1.7 µm particle size, Waters) with a flow rate of 400nL/min. Peptides were eluted with a linear gradient of 1-5% buffer B in 2 min, 5-25% B in 63 min, 25-60 % in 25 min, and 60-99% B in 2 min (buffer A-2% ACN in 0.1% acetic acid, buffer B- ACN in 0.1% acetic acid). The MS was operated in the data-dependent mode to automatically switch 300 to 2,000) were acquired in the Orbitrap with resolution R = 35,000 at m/z 400 (after accumulation to a target of 1,000,000 charges in the LTQ) allowed sequential isolation of the most intense ions, up to five, depending on signal intensity, for fragmentation on the linear ion trap using collision induced dissociation at a target value of 100,000 charges. Target ions already selected for MS/MS were dynamically excluded for 60 seconds. General MS conditions were: electrospray voltage, 1.5 kV; no sheath and auxiliary gas flow. Ion selection threshold was 500 counts for MS/MS, and an activation Q-value of 0.25 and activation time of 30 ms were also applied for MS/MS.

# Data analysis

The raw files were imported into MaxQuant (Cox and Mann, 2008) software and default settings were used for the database search exception that the retention time alignment was performed. For the database search forward and reverse reviewed database from Uniprot (January, 2015 build) was used. The resultant summed intensities from MaxQuant for each protein were then then imported to Genedata Analyst v7.6 software (Genedata AG, Basel, Switzerland) and further statistical analysis was performed. Raw protein intensities for each sample were log transformed and median normalized. To filter for the significantly regulated proteins among the groups a paired Student T test was performed with the statistical cut-off value for fold change of 1.5 and *p* value of 0.05.

References:

Cox, J. and Mann, M. (2008) MaxQuant enables high peptide identification rates, individualized p.p.b.-range mass accuracies and proteome-wide protein quantification. *Nature Biotechnology* **26**: 1367–1372.

Pförtner, H., Wagner, J., Surmann, K., Hildebrandt, P., Ernst, S., Bernhardt, J., et al. (2013) A proteomics workflow for quantitative and time-resolved analysis of adaptation reactions of internalized bacteria. *Methods* **61**: 244–250.

# Supplementary material for: Analyses of competent and non‐competent subpopulations of Bacillus subtilis reveal yhfW, yhxC and ncRNAs as novel players in competence
**Source:** Environ Microbiol. 2020 Apr 15;22(6):2312–28. doi: 10.1111/1462-2920.15005
**Supplement:** Supplementary file 5 — Appendix S5: Supporting information

Samples for intracellular metabolome analysis were obtained by an extended fast vacuum dependent filtration. The filtration system should be turned on 15 min prior the sampling.

At every time point of interest, 20 OD units of culture was collected in a Falcon tube. For quenching of the metabolism, the cell culture was cooled down with liquid nitrogen directly after sampling (this step may only require seconds) but the sample should not be frozen. The sample was kept in and out of the nitrogen in alteration between 5-10 times. After transferring the cells to the filtration system (0.45 μm pore size; 100mm diameter Whatman® regenerated cellulose membrane filters RC55), the filter was washed with 2 times the volume of culture with 0.8% NaCl. The filter with cells was transferred into an extraction solution of cold ethanol 60% (w/v) with internal standards to a final concentration of 20 nmol (ribitol for gas chromatography mass spectrometry, GC-MS) and 2.5 nmol (camphorsulfonic acid for liquid chromatography mass spectrometry, LC-MS), shaken and immediately frozen in liquid nitrogen.

For cell disruption and metabolites extraction, a freeze/thaw cycle was performed by alternately thawing on ice, vortexing, and shaking the sample for 10 times to remove the cells from the filter. The sample was centrifuged for 5 min at 4 °C and 13000 rpm. The supernatant was transferred to a new 50 mL falcon and kept on ice. A second extraction was carried out by aqua dest. 5ml of water was added to the cell pellet The samples were shaken and mixed in alteration and centrifuged with the same parameters described previously. The aqueous extraction solution was combined with the ethanolic supernatant. The sample was filled with aqua dest. to an end concentration of ethanol of 10 % (filled to ~ 30 mL) and frozen at -80°C. The samples were lyophilized for analysis.

Ion pairing HPLC-MS was used to analyze intracellular nucleosides, nucleotides, sugar phosphates and co-factors. The measurement was conducted on a high-performance liquid chromatography (HPLC) system (1100 series, Agilent Technologies), coupled to a mass spectrometer (micrOTOF, Bruker Daltonics, Bremen, Germany). The lyophilized samples were dissolved in 100 uL of water HPLC grade and centrifuged for 2 min at room temperature. The supernatant was transferred into LC-vial for injection Metabolite quantification was done with the QuantAnalysis software package (Bruker Daltonics, Bremen, Germany). Intracellular amino acids and glycolytic intermediates were analyzed by GC-MS (GC 7890A, inert MSD 5979C, Agilent Technology). The dried samples were derivatized firstly with 60 µL of methoxyamine (20 mg/ml pyridine) for 90 min at 37⁰C and secondly with 120 µL of N-methyl-N-trimethylsilyltrifluroacetamide (Chromatographie-Service GmbH) for 30 min at 37⁰C. Samples were centrifuged for 2 min at room temperature and the supernatant was transferred into GC-vial for injection Metabolite quantification was conducted with the ChomaTOF software (LECO, St. Joseph, MI, USA).

The extracellular metabolome extraction was done with filtration of the supernatant at each time point of interest. 2 mL of culture was filtered through a 0.45μm pore size filter (Filtropur S, Sarstedt, Germany). The supernatant was frozen at -20°C until analysis.

1H Nuclear magnetic resonance (NMR) analysis was used to elucidate the extracellular metabolome. Supernatant culture sample was thawed at room temperature. A 400 µL sample was mixed with 200 µL of sodium hydrogen phosphate buffer (0.2 mM, pH 7.0) and trimethylsilyl propionic acid (TSP) (1 mM) made up with 50% D2O to provide a nuclear magnetic resonance 1H-NMR-lock signal.

The NMR spectra were obtained at 600.27 MHz at a temperature of 37°C (Bruker AVANCE-II 600, Bruker Biospin GmbH, Rheinstetten, Germany). A modified 1D-NOESY pulse sequence was used with presaturation on the residual HDO signal during both the relaxation delay and the mixing time. A total of 64 free induction decays (FID scans) were collected, using a spectral width of 30 ppm for a one dimensional spectrum.

Data analysis was done with AMIX v3.9.11 software (Bruker Biospin). The signal area of the internal standard trimethylsilyl propanoic acid was used for locking and the quant ref signal at 15ppm was used for quantification.

# Supplementary material for: Analyses of competent and non‐competent subpopulations of Bacillus subtilis reveal yhfW, yhxC and ncRNAs as novel players in competence
**Source:** Environ Microbiol. 2020 Apr 15;22(6):2312–28. doi: 10.1111/1462-2920.15005
**Supplement:** Supplementary file 6 — Appendix S6: Supporting information

| Strain | description | reference |
| --- | --- | --- |
| *B.subtilis 168* BFA1698 | Inactivation of *yhfW* by pMUTIN 4, strain created by Dr.Rob Meima | (Vagner et al., 1998), (Kobayashi et al., 2003) |
| *B.subtilis 168* BFA1701 | Inactivation of *yhxC* by pMUTIN 4, , strain created by Rob Meima | (Vagner et al 1998) (Kobayashi et al., 2003) |
| *B.subtilis 168* _P_*_comG-gfp_* | Chloramphenicol version created by Prof.Dr Jan-Willem Veening | (Smits et al., 2005) |
| *B.subtilis 168* *_Pspo0A-gfp_* |  | (de Jong et al 2010) |
| *B.subtilis 168* *_PsrfA-gfp_* | pSG1151 PsrfA-gfp constructed and transformed into B.subtilis 168 by Prof.Dr. Jan-Willem Veening |  |
| *B.subtilis 168* *_comK-gfp_* |  | (Smits et al., 2005) |
| *B.subtilis 168* _P_*_comG-gfp_- Δjag* | Deletion of *jag* using tetL from pBEST309 | This study |

de Jong,I.G., Veening,J.W., and Kuipers,O.P. (2010) Heterochronic phosphorelay gene expression as a source of heterogeneity in Bacillus subtilis spore formation. J Bacteriol 192: 2053-2067

Smits, W.K., Eschevins, C.C., Susanna, K.A., Bron, S., Kuipers, O.P., and Hamoen, L.W. (2005). Stripping Bacillus: ComK auto-stimulation is responsible for the bistable response in competence development. Mol. Microbiol. *56*, 604–614.

Vagner, V., Dervyn, E., and Ehrlich, S.D. (1998). A vector for systematic gene inactivation in Bacillus subtilis. Microbiol. Read. Engl. *144 ( Pt 11)*, 3097–3104.

How the deposited data were processed for this re-analysis (not part of the article)

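RNA-seq of *B. subtilis* was measured in 12 libraries. Of these, 8 came from cells carrying *gfp* behind the *comG* promoter, sorted by FACS into competent and non-competent subpopulations at 5.5 h and 6.5 h, with 2 biological replicates of each. The other 4 came from unsorted cells of the *yhfW* mutant and its control at 6 h, with 2 biological replicates of each. The paper states that the sorted libraries were sequenced on Proton chips without ribosomal RNA depletion, and the labels place them on 3 chips. The labels name an Illumina preparation by BGI for all 12 libraries, which conflicts with the paper and with the Ion run names of the 8 sorted ones, and nothing else on the platform of the 4 mutant and control libraries is given in the sources used here. Whether rRNA was removed from these 4 is not given either, and it took 0.0180% to 0.0323% of their bases.

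The authors aligned the reads with Bowtie2 in local mode and made a table per library with summed base coverage per gene, RPKM, and RPKM scaled to a median of 1000, called normalized RPKM here. The coverage counts bases, not reads, and the paper's own comparisons used T-REx with EdgeR and TMM normalization. Tests made for read counts were therefore not used, and the test set for RPKM values was used in their place.

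Each table held 4421 genes, in the 4 mutant and control tables after 117 repeated entries were left out, and 4239 were matched to the reference by locus tag. The 30 rRNA genes were left out. Genes with a normalized RPKM of at least 10 in at least 2 libraries were kept, 4167 in the sorted and 4295 in the mutant experiment. Values were tested as log2(normalized RPKM + 10) with limma 3.58.1 (trend) in R 4.3.3, with 1 fit for the 8 sorted libraries (4 residual degrees of freedom, 3.78 prior) and 1 for the 4 others (2 residual, 3.39 prior). The comparisons were competent against non-competent cells at each time, 6.5 h against 5.5 h in each subpopulation, the difference of those ratios, and mutant against control. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and at least a 2-fold change, and for the difference of ratios at the adjusted p alone.

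The 33 gene lists held 534 genes, of which 532 were matched, and were tested gene by gene, with p also adjusted over the list alone, and as sets with fry of limma, adjusted over the lists of a comparison. In the list of other amino acids, *aroC* and *aroD* name 1 gene, which was counted once. Genes named in the text come from the 10 with the largest change in each direction that were called and moved the same way in both replicate numbers, from the genes that the text or main tables of the paper name, and from the lists. Not every gene that the paper names is given, and the paper's tables had been read when this rule was written. *yckB*, *ydeE*, *bpr*, *atpF*, *mcsA*, *tlpC* and *yndK*, like other examples from a list or table, were chosen after their values were seen. Figures were drawn with matplotlib 3.10.9 in Python 3.11.15.

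Depth was 1494.25 to 3364.69 Mb (megabases) in the sorted libraries, most of it rRNA, and 1687.72 to 2504.55 Mb in the others, with 3 to 29 genes listed at 0. Counting intervals were not given, since bases of one read are not independent. The test was also tried on simulated data, in which values of a group were changed for 50 genes per fold. Noise was drawn independently for each gene and the changed genes lay above a minimum level, so rates in the real libraries may be lower. At 5.5 h it called 6 of 50 genes changed 2-fold, 24 changed 4-fold, 36 changed 8-fold and 47 changed 32-fold, and 12 unchanged genes. In the mutant experiment it called 0, 35, 47 and 50, and 11 unchanged genes. No changed gene was called in the wrong direction.

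The alternatives tried were no filter, pseudocounts of 1 and 100, rRNA genes kept, no 2-fold limit, the replicate number as a block, the chip as a covariate, the 4 libraries of a comparison alone, and leaving out each library. Scaling by median ratios, quantile normalization, and an unadjusted p under 0.05 with 2-fold, the ratio of group means, as well as the set test, were chosen after seeing the data. Non-coding RNAs, their pairs with opposite genes, and binding sites of ComK were not analysed here.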

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

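The tests on library mixing, on wrong labels, on the level of mutant replicate 1, on pairs of mutant and control libraries and on genes listed at 0 were chosen only after the result was seen, as were the set tests, whereas the test of an earlier growth stage was set before its result was seen.

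A gene outside those the paper discusses, *ykoL*, was called lower in competent cells at 5.5 h. Its neighbour by locus number, *ykzB*, had values the other way round. It was at 1077 and 218 normalized RPKM in competent cells and listed at 0 in both non-competent libraries (adjusted p = 0.240, not called). *ykoL* was listed at 0 in both competent libraries, so the size of its log2 fold change of -5.16 is set by the pseudocount (-8.44 at pseudocount 1 and -2.17 at pseudocount 100), and the call ended at pseudocount 1, with rRNA genes kept, with the chip as a covariate, from the 4 libraries alone, and without either competent library of 5.5 h or any library of 6.5 h.

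Over time, lists of genes that the paper does not discuss changed together from 5.5 h to 6.5 h. The median log2 fold change of the phosphate starvation (PhoP) regulon was 1.37 in competent and 1.91 in non-competent cells, and that of the biofilm matrix -3.44 in competent cells. With the chip as a covariate these medians were 1.53, 2.05 and -3.56, and 7 genes were called in competent cells and 12 in non-competent cells.

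The non-competent library of replicate 1 at 6.5 h held more transcripts of competence genes than replicate 2, with 84 of the 97 genes higher in competent cells at 5.5 h above it. A swap of labels between the fractions of replicate 1 is argued against, because the competent library of that replicate held 91.4% of the level of replicate 2 over the same genes (median). The excess in the library itself had a median of 10.6% of the competent level (quartiles 5.42% and 13.2%, 89 genes), which is consistent with RNA or cells of the competent fraction at one share. Carry-over from the competent library of the same chip stays open: in percent of that library the excess had quartiles of 3.69% and 14.3%, and the level of the other non-competent library on the chip, which holds its own transcripts too, a median of 13.3% (quartiles 2.69% and 20.2%), although over the 18 DNA uptake genes the medians were 12.2% and 1.54%. Late entry of non-competent cells into competence stays open and was not tested.

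The NAD synthesis genes were high in mutant replicate 2 alone. A mislabelled library is argued against, because *ywqI*, lost in the mutant, was at 6.3 normalized RPKM there. An earlier growth stage of that culture may contribute, since across 4102 genes its difference from the other 3 libraries had a Spearman correlation of 0.268 with the difference of 5.5 h from 6.5 h in non-competent cells (0.232 in competent cells). Replicate 2 less each of the others gave 0.225, 0.269 and 0.288, and the pairs among the others 0.0471, 0.0745 and 0.0934 in size, where the differences were smaller (SD 0.404 to 0.52 against 1.01 to 1.11). Replicate 1 held 0.989 times the control level (median of *nadA*, *nadB* and *nadC*), which is part of the pattern and no test of it, so an effect of the loss of *yhfW* stays open. Genes are not independent replicates, and no growth measurement of that culture was used here.

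At 5.5 h, 66 genes were listed at 0 in both non-competent libraries and above 0 in both competent ones, against 26 the other way round. The numbers at 6.5 h were 25 against 69, and bases outside rRNA summed to 129 Mb (non-competent) and 161 Mb (competent) at 5.5 h and to 147 and 109 Mb at 6.5 h. The number 69 goes with summed depth, so that more bases in the competent libraries could account for part of these genes at 5.5 h. That sum rests on competent replicate 2 with 111 Mb, while competent replicate 1 had 49.7 Mb, under both non-competent libraries (69.9 and 59.2 Mb). A value above 0 was required in both competent libraries, so the sum does not settle how far depth accounts for these genes. Expression in competent cells at both times stays open, since 50% of the Table 1 genes of this kind (9 of 18) were higher in competent cells at 6.5 h in both replicate numbers.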

How the results depend on the processing

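Median-ratio scaling, quantile normalization, the ratio of group means and the unadjusted p were chosen only after the data were seen, and the other settings were chosen beforehand.

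At 5.5 h, 103 genes were called, and the settings chosen beforehand other than leaving out a library gave 81 (the 4 libraries of 5.5 h alone) to 114 (pseudocount 100). At an unadjusted p under 0.05 and 2-fold, 334 were called at 5.5 h, 319 at 6.5 h (48 by the adjusted p), 254 over time in competent cells and 226 in non-competent cells (0 and 0), 120 for the difference of ratios (0) and 167 in the mutant (1). With the chip as a covariate, 0 genes were called at 6.5 h, 7 over time in competent and 12 in non-competent cells. From the 4 libraries of the comparison alone, 3 were called at 6.5 h. With the pseudocount at 1, 2 were called over time in non-competent cells.

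Leaving out libraries gave 22 to 128 calls at 5.5 h, with 24 without non-competent replicate 1, 42 without non-competent replicate 2, 22 without competent replicate 1, and 128 without competent replicate 2. Leaving them out at 6.5 h gave 0 to 82, with 0 without either competent replicate of 6.5 h, 27 without non-competent replicate 2 and 82 without non-competent replicate 1. Over time in non-competent cells it gave 0 to 8, with 1 without non-competent replicate 1 and 8 without replicate 2 of 6.5 h, and for the difference of ratios 0 to 1, the 1 without non-competent replicate 1 of 6.5 h. In the mutant it gave 1 to 1192, with 1192 without mutant replicate 1 and 3 without mutant replicate 2. A group left with 1 library is assumed to vary like the others, and the cause was not tested.

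Of DNA uptake genes, 16 were called at 5.5 h, and 1 to 17 when libraries were left out (1 without non-competent replicate 1 or competent replicate 1, 3 without non-competent replicate 2, 10 without competent replicate 2). At 6.5 h, 2 were called, with 1 at pseudocount 1, 8 at pseudocount 100, 0 with the chip or from the 4 libraries, 18 at the unadjusted p, and 0 to 16 when libraries were left out (16 without non-competent replicate 1, 11 without replicate 2, 0 without either competent replicate, 1 without any library of 5.5 h). Of proteins with a called gene, 20 at 5.5 h became 5 to 18 when libraries were left out, with 5 without non-competent replicate 1, 11 without non-competent replicate 2 and 7 without competent replicate 1 of that time, and 16 at 6.5 h became 0 to 17, with 0 without either competent replicate of 6.5 h, 7 without non-competent replicate 2 of 6.5 h, 10 without competent replicate 2 of 5.5 h, and were 0 with the chip, 1 from the 4 libraries and 28 at the unadjusted p. The cause was not tested.

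With the replicate number as a block, 7 genes were called over time in competent cells, 11 in non-competent cells and 102 in the mutant. At 5.5 h the block gave 100 calls and kept 97 of the 103. At 6.5 h it gave 50 and kept 40 of the 48, with 1 gene lower in place of 4. The text on single genes does not give each call that the block added or ended, such as that of *degS* at 5.5 h, which ended. The replicates share only a number as far as the sources used here tell, and deviations from the group means of equal numbers had correlations of 0.0614, 0.0274, -0.00415, 0.00217 and, in the mutant experiment, 0.143.

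Of 108 results for named genes at 5.5 h, 38 kept their direction and side of the limits under every setting chosen beforehand, and of 59 called genes 8 did (*antE*, *comFB*, *groEL*, *med*, *radC*, *sacX*, *sucC* and *yckB*). Of those at 6.5 h it was 11 of 34, and 0 of 16 called. In the mutant, the call of *ywqI* kept.

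Directions that turned were all of uncalled genes or of medians of lists. At 5.5 h, leaving out libraries gave ranges of -0.0054 to 0.84 for *addA*, -0.84 to 1.06 for *atpF*, -0.41 to 0.032 for *citB*, -0.26 to 0.40 for *citZ*, -0.65 to 0.24 for *minD*, -0.23 to 0.70 for *nadA*, -0.64 to 2.19 for *nadB* and -0.64 to 0.62 for *nadC*. The ranges at 6.5 h were -0.10 to 0.26 for *addA*, -0.18 to 0.13 for *sbcC* and -0.18 to 0.27 for *sigF*. With all libraries, *citZ* was at -0.20 with quantile normalization and *nadC* at 0.0045 with pseudocount 100 and 0.059 with median-ratio scaling (5.5 h), and at 6.5 h with the chip *sbcC* was at 0.12, *sbcD* at 0.15 and *sigF* at -0.055, and *sbcC* at 0.037 with median-ratio scaling.

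In the mutant, leaving out mutant replicate 2 or 1 gave medians of -0.12 to 1.00 for NAD synthesis, -0.11 to 0.14 for the TCA cycle (-0.016 with quantile normalization), -0.90 to 4.17 for histidine and -4.55 to 0.34 for the PhoP regulon, and log2 fold changes of -0.94 to 4.38 for *hisG*, -0.65 to 5.61 for *nadA* and -0.011 to 5.74 for *nadC*.

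Not run were size factors by RLE, DESeq2, the likelihood-ratio test with and without a filter or on RPKM, and the filter on counts, because the tables hold no read counts, as well as the alternatives for non-coding RNAs, opposite genes and binding sites. In simulated data 6 of 50 genes changed 2-fold were called at 5.5 h.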

Differences from the paper's values

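The comparisons at an unadjusted p and the ratios of group means were chosen only after the data were seen.

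At 5.5 h, 103 genes were called, and the paper's number is 156. The number falls within 1.5 times of the paper's with pseudocount 100, without competent replicate 2 of 5.5 h and without non-competent replicate 2 of 6.5 h, and not with the other 13 alternatives set before the data were examined. At 6.5 h, 48 genes were called, and the paper's number is 130, and none of the 16 alternatives comes within 1.5 times of it. Both use a 2-fold limit and 0.05, and the paper's supplement shows the 0.05 on an adjusted p, as here. The paper used EdgeR with TMM normalization, whereas limma on normalized RPKM was used here. Over time, 0 genes were called in competent cells, where the paper's supplement lists 50, and 0 in non-competent cells, where it lists 46, within 1.5 times under none of the 16 alternatives. In the mutant, 1 gene was called, and the paper's number is 17, and none of 10 alternatives comes within 1.5 times of it. Of the 156 genes the paper lists at 5.5 h, 155 were tested, all 155 had the paper's direction, 102 were called and 154 had an unadjusted p under 0.05, and of the 130 at 6.5 h, 130 had its direction, 48 were called and 123 had an unadjusted p under 0.05.

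In competent cells at 5.5 h, the level of *comFB* over that of *yhfW* was 41.8 and that of *comFC* 30.4, and the paper's factor is 100 for both, under none of the 16 alternatives within 1.5 times. The fold of *ymzE* was 1.19 and the paper's is 3.9 (none of 16). The paper lists it as *ymzE/2*, a pseudogene, and the match here was by name, so the locus used here may not be the paper's. In the mutant, the fold of *yosF* was -5.28 and the paper's is -42 (no difference with pseudocount 1, a difference with the other 7), that of *sspP* -3.50 and the paper's -79.5 (none of 8), and that of *ywqI* -166.6 and the paper's -334.7 (no difference with pseudocount 1, a difference with the other 9). The folds of *nadB*, *nadC* and *nadA* were 8.15, 7.27 and 5.58 and the paper's are 39.1, 35.5 and 29.2, gaps within the spread of the mutant replicates. With the ratio of the group means and no pseudocount, chosen after seeing the values, these folds were 37.9, 34.4 and 28.2, that of *yosF* -46.9 and that of *ywqI* -337, each within 1.5 times of the paper's, but not that of *sspP* (-129) or *ymzE* (1.25), and 49 of 50 genes of Table 1 and 14 of 15 of Table 5 came within 1.5 times, and it has no test that calls a gene.

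The paper reports that it saw no significant difference in the sporulation sigma factors and their regulons. No sigma factor gene was called, but as sets the SigF and SigK lists were higher in competent cells at 5.5 h (adjusted p = 0.0224 from fry for each), while fry gave 0.944 for the SigE and 0.755 for the SigG list, and 0.0852 for the SigF and SigK lists at 6.5 h. The SigF list holds *yhfW* and the SigK list *cotV*, *gerPD* and *gerPE*, which the paper had picked from these libraries. The set test was not run without them, so it does not decide whether the regulons differ. The spore genes *sspC*, *sspD*, *sspM*, *gerPD*, *gerPE* and *cotV* stand in Table 1, and none of them was called here (adjusted p = 0.156 to 0.297).

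The paper names *phrH*, *gidA* and *ywdK* among the changed genes. At 5.5 h *phrH* had a log2 fold change of 6.11 (adjusted p = 0.119), called with a replicate block, from the 4 libraries alone and without either non-competent library of 6.5 h. *gidA* had 1.30 (adjusted p = 0.0606) and *ywdK* -1.37 (adjusted p = 0.0701), both called with the chip as a covariate. All of them were called at an unadjusted p, chosen after seeing the values.

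In the mutant, the paper states that *nadA*, *nadB*, *nadC* and *nhaC* were higher. Their log2 fold changes were 2.48, 3.03, 2.86 and 2.08 and none was called, except with the replicate block and without mutant replicate 1, and *nhaC* at an unadjusted p. The text names *sspD* where Table 5 lists *sspP*.

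The paper's supplement names 6.5 h as the target of the comparisons over time, but all 50 and 46 genes listed there had the opposite sign here, which is the direction of 5.5 h over 6.5 h. It gives 93 proteins at 6.5 h, where the text gives 94, and 24 of them were in its RNA list, where the text gives a smaller number. The gene named *pyrE* in Table 1 is listed as *ytnI* in the tables used here.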

Other observations

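The set tests and the values below were chosen only after the results were seen, apart from the lists and the test of transcripts that run on into the next gene.

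Several other functions were compared between competent and non-competent cells. Of 15 genes of the SOS response, 1 was called at 5.5 h, *recA*, and 1 at 6.5 h (1 and 2 when adjusted over the list alone), with medians of 0.39 and 0.41 and adjusted p from fry of 0.0277 and 0.0852. Of 17 genes of DNA replication, 2 were called at 5.5 h, *holA* and *topA*, and 1 at 6.5 h (2 and 2 when adjusted over the list alone), with medians of -0.03 and -0.12. Of 12 genes of cannibalism toxins, by which sporulating cells kill siblings, 1 was called at both times, *spbC*, the gene of a killing factor (1 and 2 when adjusted over the list alone).

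No gene was called with limma at either time among 9 genes of ATP synthase (medians -0.19 and -0.05), 15 of the general stress (SigB) regulon (-0.27 and -0.16), 27 of the prophage PBSX (-0.23 and 0.31), 7 of the Zur regulon (0.14 and -0.15), 10 of NAD synthesis and salvage (0.04 and 0.24), 9 of arginine (0.37 and 0.03), 8 of histidine (0.08 and 0.39), 10 of branched-chain amino acids (-0.13 and -0.06), 43 of other amino acids (-0.09 and -0.15), 19 of the biofilm matrix (-0.12 and -1.79), 19 of the PhoP regulon (0.04 and -0.22) and 4 of surfactin synthetase (-0.75 and -0.66). When adjusted over the list alone, 3 genes of other amino acids were higher at 5.5 h and none in the rest. At an unadjusted p under 0.05, 454 genes of all were below that limit at 5.5 h and 404 at 6.5 h.

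Of the genes near *ywqI*, *ywqH*, *ywqK* and *ywqL* were not called in the mutant (adjusted p = 0.749 for each, and 0.00423, 0.00216 and 0.0042 without mutant replicate 1, where they were called). *ywqH* was at 12237 and 8932 normalized RPKM in the mutant and 2806 and 3849 in the control, *ywqK* at 666 and 509 against 1446 and 1648, and *ywqL* at 1475 and 1307 against 2778 and 3306. Of all lists in the mutant, the smallest adjusted p from fry was 0.544, with medians of -2.03 for the PhoP regulon and 1.00 for ribosomal proteins.

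Transcripts of a called gene may run on into the next gene on its strand. At 5.5 h, 26 uncalled genes just downstream of a gene called higher had a median log2 fold change of 0.98, with 18 above 0, and 32 just upstream had 0.33, with 18 above 0, and the difference of 0.65 had a two-sided permutation p of 0.291 over 100000 resamples. The bound set beforehand, a p of 0.05 or more, was wrong as an exclusion, since a p that misses the limit does not show that the medians are equal, so the hypothesis stays undecided.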
